# Chronic activation of JNK JAK/STAT and oxidative stress signalling causes the loser cell status

**DOI:** 10.1038/s41467-017-00145-y

**Published:** 2017-07-26

**Authors:** Iwo Kucinski, Michael Dinan, Golnar Kolahgar, Eugenia Piddini

## Abstract

Cell competition is a form of cell interaction that causes the elimination of less fit cells, or losers, by wild-type (WT) cells, influencing overall tissue health. Several mutations can cause cells to become losers; however, it is not known how. Here we show that *Drosophila* wing disc cells carrying functionally unrelated loser mutations (*Minute* and *mahjong*) display the common activation of multiple stress signalling pathways before cell competition and find that these pathways collectively account for the loser status. We find that JNK signalling inhibits the growth of losers, while JAK/STAT signalling promotes competition-induced winner cell proliferation. Furthermore, we show that losers display oxidative stress response activation and, strikingly, that activation of this pathway alone, by Nrf2 overexpression, is sufficient to prime cells for their elimination by WT neighbours. Since oxidative stress and Nrf2 are linked to several diseases, cell competition may occur in a number of pathological conditions.

## Abstract (web summary)

Cell competition causes the removal of less fit cells (‘losers’) but why some gene mutations turn cells into losers is unclear. Here, the authors show that *Drosophila* wing disc cells carrying some loser mutations activate Nrf2 and JNK signalling, which contribute to the loser status.

## Introduction

The health of tissues and the quality of its cellular constituents is actively maintained by a range of cell–cell interactions, known as cell competition. Through cell competition cells sense fitness level heterogeneities across cell populations and this results in the elimination of the less fit cells (or losers) when they are in the presence of fitter cells (or winners), in a process akin to natural selection.

Cell competition was originally described in *Drosophila* wing imaginal discs^1^; however, it is now clear that it is a universal process, which also occurs in other *Drosophila* tissues^2, 3^ including adult tissues^4–6^, in the mouse embryo^7–9^, liver^10^ and heart^11^ and in mammalian cell culture^8, 9, 12, 13^. Further studies have also shown the existence of this process in several stem cell compartments^14–17^, although it is likely that in this case it happens via a different mechanism(s).

The discovery of cell competition emerged from *Drosophila* studies of heterozygous mutations in ribosomal genes known as *Minute* mutations^18^. While *Minute* heterozygous cells and animals are viable, in mosaic tissues *Minute* heterozygous cells behave as losers and are killed when confronted with wild-type (WT) cells, allowing the healthy WT population to expand efficiently^1, 19^. In addition to *Minute*, many other mutations have been shown to induce a loser status against WT cells, such as mutations in the oncogene *myc* ^20^, in the polarity genes *scribble* ^2^, *dlg* ^21^ and *lgl* ^22^, in the polarity-associated/Cul4-DDB1 complex component *mahjong* (*mahj*)^12^ and in genes associated with many signalling pathways such as BMP^8, 23^, JAK/STAT^24^, Wingless^6, 25^ and EGF^26^.

Many of the mutations associated with the loser status typically compromise cell growth (as is the case for *Minute* or *myc* mutations), architecture (like mutations in polarity genes) or cell-fate specification (e.g., mutations in BMP, JAK/STAT and Wingless components) and cells harbouring some of these defects show signs of stress, such as activation of the JNK pathway^27^. It is therefore likely that cell competition prevents the accumulation of stressed or mis-specified cells, which could compromise tissue robustness/health or contribute to developmental defects.

Despite these significant implications, the molecular mechanisms underlying cell competition are still not well understood. However, it is clear that three factors contribute to this process and to the selective colonisation of tissues by winner cells. First, loser cells commonly exhibit slower proliferation rates than their winner counterparts and this passively contributes to expansion of the winner cell population^1, 19^. Secondly, it has been reported that during cell competition winner cells further increase their proliferation rates over their already faster baseline^5, 28–31^. It is unclear how that is elicited; however, it has been proposed to be a consequence of winner/loser recognition or simply a compensatory mechanism triggered by loser cell death^28–34^. The third and most striking aspect of cell competition is that loser cells are eliminated in the presence of their fitter neighbours^1, 19^, mostly (but not exclusively) via induction of apoptosis^5, 23, 31, 35^. Collectively, the combination of these three processes, results in cell competition and in the effective colonisation of tissues by winners at the expense of losers. Several molecules, such as Flower^32^, Azot^36^, the Toll/IMD pathway^37^, and the Sas/PTP10D ligand-receptor complex^38^ have been implicated in triggering the apoptosis of losers. However, it is entirely unknown what pre-existing conditions and differences between winners and cells with reduced competitive ability are responsible for initiating the process.

In this study, we sought to identify pre-existing conditions in prospective loser cells that could contribute to their loser status and to cell competition. Using *Drosophila* imaginal wing discs, we took a transcriptomics approach to identify genes and pathways that might be differentially active in cells with reduced competitive ability in their naive state, i.e., before exposure to prospective winner cells. Our data show that cells with mutations in functionally unrelated loser genes share a common molecular signature. Analysis of this signature shows that prospective loser cells chronically activate several stress response pathways, including the JNK and JAK/STAT pathways and many genes involved in the oxidative stress response, which are likely targets of the transcription factor Nrf2. Importantly, we find that these pathways play key roles in cell competition and act as distinct modules to induce the three main features of the competition process, i.e. slow proliferation of losers, over proliferation of winners and loser cell elimination, respectively. Importantly, we find that Nrf2 activity plays a dual role: it promotes autonomous cell survival of *Minute* cells. However, and strikingly, it is also sufficient to prime cells as losers when they are competing against WT neighbours. These findings provide the first insight into the pathways that earmark cells as losers and into the early steps of cell competition.

## Results

### Prospective loser cells share a common molecular signature

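RNA sequencing (RNA-seq) was carried out on whole wing imaginal discs, the larval epithelia that give rise to the adult wings, with 50 discs per sample. The comparisons with WT used 8 WT libraries and 2 libraries each of RpS3, RpS3*, RpS15 and mahj discs. RpS3 and RpS3* discs were heterozygous for 1 of 2 alleles of the gene for ribosomal protein S3, RpS15 discs were heterozygous for a mutation of the gene for ribosomal protein S15, and mahj discs were homozygous mutant for mahj. In the WT group, 6 libraries (WT1 to WT4, WT7 and WT8) came from yw flies, and WT5 and WT6 came from flies that carry FRT82 and ubi-GFP, a recombination site and a ubiquitous green fluorescent marker on the chromosome arm of RpS3. WT1, WT2 and the RpS15 and mahj libraries were each sequenced in 2 runs, which the authors pooled, so each counts as 1 library here. The RpS3 and RpS3* libraries had 1 run each, so the number of runs goes with the genotype, and only the WT group holds libraries of both kinds. The authors deposited 1 value per gene and library, and 272 genes were at 0 in all 19 libraries of the study. The values are already normalized by transcript length and by reads per library and behave as FPKM (fragments per kilobase of transcript, scaled to a fixed library size). Values per read rather than per fragment would look the same. The paper's text does not name the alignment, counting or normalization tools. In the 6779 genes with a single annotated transcript, between 97.2% and 97.8% of the low values of each library were whole multiples of the value that 1 read gives. The size of this step gives the depth. It implies between 12122876 and 16970372 reads in the WT libraries (median 15819272), 16093598 and 16227443 in RpS3, 15711971 and 16134595 in RpS3*, 15624410 and 15877859 in RpS15, and 15184614 and 15425559 in mahj. At this depth, 1 read on a transcript of 1 kb was worth between 0.0589 and 0.0825 FPKM. Each mutant was compared with all 8 WT libraries in limma, on log2(FPKM + 1), over genes with at least 1 FPKM in at least 2 of the libraries compared, and genes with a Benjamini-Hochberg adjusted p under 0.1 were called differentially expressed. The pseudocount of 1 makes the log2 fold changes of weakly expressed genes smaller than the ratios of their FPKM. Spearman's correlation between libraries, across genes, was 0.968 to 0.996 within groups and 0.900 to 0.991 between groups. In a test on simulated data with 2 libraries against 8, limma recovered 191 of 200 changed genes and made 32 false calls, which is 14.3% of its calls and above the nominal 10%. Each simulated gene varied on its own, so this rate leaves out differences between whole libraries. Of 28 splits of the real WT libraries into 2 and 6, 24 gave 0 calls, whereas WT6 and WT7 against the rest gave 1366.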

To identify genes involved in cell competition, we looked for differences at the gene expression level between WT wing discs (Supplementary Fig. 1a, b) and wing discs mutant for several loser-linked gene mutations (Supplementary Fig. 1c–h). In particular, to identify factors that are responsible for initiating cell competition, we looked for gene expression differences between prospective winner and loser cells in the absence of cell competition. First, we compared the transcriptome of WT cells to that of cells carrying two distinct alleles of the ribosomal gene *RpS3* (denoted as *RpS3* and RpS3*). Both alleles are mutations of the *Minute* gene *M(3)95A* and confer a loser status^18, 39^ (Supplementary Fig. 1i, j). 

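The mutated gene itself was lower in both alleles. RpS3 (FBgn0002622), a protein-coding gene on 3R from 23358812 to 23360207 in BDGP6.54, had 2457 ± 299.9 FPKM (SD, n = 8 libraries) in WT, 1329 ± 21.2 (SD, n = 2) in RpS3 and 1279 ± 24.5 (SD, n = 2) in RpS3* discs. The log2 fold changes were −0.88 (SE 0.13, adjusted p = 0.0011) and −0.93 (SE 0.13, adjusted p = 0.00043), and each mutant library lay below every WT library. In RpS3 discs, 1498 of 8053 genes tested were differentially expressed, 1162 higher and 336 lower than in WT. RpS3* discs had 1840 of 8067 genes, 1329 higher and 511 lower. The mutant libraries did not overlap the WT libraries in 1355 and 1559 of these genes. With 2 libraries against 8, chance gives this separation for 4.44% of unselected genes. The genes counted here were selected for their difference, so that rate cannot be set against them. The reference libraries moved these counts most: against WT1 and WT2 alone, 4337 and 4094 genes were differentially expressed. Against the 6 WT libraries with 1 sequencing run, as the mutants had, the counts were 1006 and 1331, a comparison chosen after the data were seen. The larger share of higher genes, 77.6% in RpS3 and 72.2% in RpS3*, fell to 58.8% and 58.5% with the FPKM rescaled by the median of ratios, which was also added after the data were seen. The genes with the largest rises and falls without overlap were named by rule, 2 of each per comparison. CG14072 (2L, 10936662 to 10937931) rose from 0.0211 ± 0.0391 FPKM in WT to 45.8 ± 8.59 in RpS3 (log2 fold change 5.51, adjusted p = 1.3e-10), and its mean was 0.0611 in RpS3*. GstE6 (2R, 18406011 to 18406761), which lies in a cluster of related genes whose reads the counting could have split, rose in RpS3 by 5.35 on the log2 scale (SE 0.24, adjusted p = 3.3e-08) and in RpS3* by 6.03 (SE 0.22, adjusted p = 2.0e-09). CG15784 (X, 5429571 to 5432526) had 13.0 ± 3.41 FPKM in WT and 333 ± 41.3 in RpS3*, a log2 fold change of 4.60 (SE 0.20, adjusted p = 1.0e-08). The largest falls in RpS3 were those of Spn100A (3R, 30690642 to 30692768; log2 fold change −1.94, adjusted p = 0.038) and CG5758 (2L, 18119995 to 18129862; −1.68, adjusted p = 0.0033). In RpS3*, Spn100A fell by 2.42 (without replicate 2, by 1.25), and Fbp1 (3L, 14094589 to 14098053), a fat body gene that ranged from 6.35 to 103 FPKM among the WT libraries, fell by 2.86 (adjusted p = 0.077). Against the WT libraries with 1 run, Fbp1 was not differentially expressed (adjusted p = 0.17).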

Differential expression analysis of high-throughput RNA sequencing data from whole *Drosophila* wing imaginal discs showed a high degree of overlap and correlation in changes of gene expression between the two *RpS3* alleles (Supplementary Fig. 1m, n and Supplementary Data 1), with 496 genes differentially expressed in both mutants compared to WT. This suggests that most of the differentially expressed genes are a consequence of the *RpS3* mutation itself, rather than resulting from different genetic backgrounds.

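Of 8016 genes tested for both alleles, 1481 were differentially expressed in RpS3 and 1809 in RpS3*, and 1009 in both. The sizes of the lists alone would give 334.2. Of the 1009 genes, 1005 (99.6%) changed in the same direction. Both comparisons use the same WT libraries, which by itself makes the lists overlap. In 100 simulations of unchanged groups of 2 against the same WT libraries, lists of the same sizes shared a median of 369 genes (340 to 406). Pairs of real WT libraries, drawn 100 times and set against 4 other WT libraries, shared a median of 486 (275 to 952). With RpS3 and RpS3* each set against 4 WT libraries of their own, 457 genes were shared and 155.8 expected, and with all 19 libraries in one fit 1604 were shared and 782.0 expected. Against the WT libraries with 1 sequencing run, 685 were shared and 162.3 expected. Over the 1009 genes, Pearson's r between the log2 fold changes was 0.958 (r² = 0.918) and Spearman's rho 0.932, across genes, which are not independent replicates. The simulated values of r lay between −0.34 and 0.50, whereas pairs of real WT libraries reached 0.953 (median 0.790). Over all genes tested for both alleles, the choice that moved r most, it was 0.821, against at most 0.736 for real WT libraries. With separate WT libraries, r over all genes was 0.749, and disjoint groups of WT libraries gave −0.549 to 0.432.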

Next we tried to establish whether the genes that are differentially expressed correlate with the propensity of a cell to behave as a loser. To this aim, we compared the *RpS3* ^*+/−*^ mutant transcriptomes to those of two additional mutants: *RpS15* ribosomal gene mutants (M(2)53), which exhibits the *Minute* phenotype^18^ but do not behave as losers against WT cells (Supplementary Fig. 1k, l); and mutants in *mahj*, a gene that is functionally unrelated to ribosomal genes (*mahj* is an interactor of polarity genes and a component of a cullin ubiquitin ligase complex^12, 40^), but whose mutation nevertheless confers a loser status against WT cells^12^ (Fig. 1a). 

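RpS15 mRNA (FBgn0034138; 2R, 16570112 to 16571230 in BDGP6.54) fell from 3152 ± 485 FPKM (SD, n = 8) in WT to 1032 ± 33.1 (SD, n = 2) in RpS15 discs, a log2 fold change of −1.60 (SE 0.15, adjusted p = 4.1e-05). RpS3 mRNA was also lower in these discs, at 1639 ± 12.9 FPKM (log2 fold change −0.57, SE 0.13, adjusted p = 0.015). In mahj discs, mahj mRNA (FBgn0034641; 2R, 21625030 to 21631422) was 17.2 ± 0.022 FPKM (SD, n = 2), against 26.0 ± 2.01 (SD, n = 8) in WT (log2 fold change −0.57, SE 0.090, adjusted p = 0.0012). Differential expression covered 1715 of 8134 genes in RpS15 (984 higher, 731 lower) and 1306 of 8145 in mahj (760 higher, 546 lower). In 1591 and 1210 of them the mutant and WT libraries did not overlap. Against WT1 and WT2, the WT libraries that also had 2 sequencing runs, 1936 genes were differentially expressed in RpS15 and 2555 in mahj. The share of higher genes in RpS15, 57.4%, changed sides to 48.2% against the FRT82 ubi-GFP libraries only. It also did so, to 41.1%, with median-of-ratios scaling and, to 49.0%, with the trend of the changes along transcript length removed. With no filter it was 65.9%. The last 3 settings were added after the data were seen. Among the genes with the largest changes, DAT (2R, 16558567 to 16565238), which lies 4873 bp from RpS15, rose from 0.128 ± 0.142 FPKM in WT to 100.6 ± 4.64 in RpS15 (log2 fold change 6.50, SE 0.16, adjusted p = 6.6e-11). The gene y (X, 356509 to 361245), mutated in the yw stock, had 32.7 ± 8.04 FPKM in RpS15 and 0.0855 ± 0.0756 in WT (log2 fold change 4.94, SE 0.16, adjusted p = 1.2e-09). It was also low in WT5 and WT6 (0.0636 and 0.0867 FPKM), which are not labelled yw. In the RpS3, RpS3* and mahj libraries it was at most 0.0912 FPKM. The neighbouring and related genes Cyp4p2 (2R, 9237512 to 9239831) and Cyp4p1 (2R, 9240041 to 9242139) fell by 6.39 (SE 0.42, adjusted p = 2.4e-05) and by 4.30 (SE 0.44, adjusted p = 0.00045). Cyp4p2 also fell by 6.15 in mahj (adjusted p = 8.7e-06), where ppk13 (2L, 21086790 to 21088751) fell by 4.15 (SE 0.43, adjusted p = 0.00015). CG34002 (3L, 17858474 to 17860482) rose in mahj from 0.430 ± 0.27 to 54.3 ± 1.33 FPKM (log2 fold change 5.29, SE 0.19, adjusted p = 1.9e-09). Ilp8 (3L, 17029812 to 17032080) had 0.207 ± 0.115 FPKM in WT and 175.9 and 18.1 in the mahj replicates, a log2 fold change of 5.60 (SE 0.57, adjusted p = 8.4e-05), or 3.99 without mahj replicate 1.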

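Of 7986 genes tested for RpS3, RpS3* and RpS15, 990 were differentially expressed in both RpS3 alleles and 1629 in RpS15. The overlap was 232 genes, against 201.9 expected from the sizes of these lists. Simulated unchanged groups shared a median of 89.5 genes (65 to 112), fewer because their simulated alleles also shared fewer genes. Only 107 of the 232 genes (46.1%) changed in the same direction in RpS3* and RpS15. With RpS15 set against other WT libraries than the alleles, which shared theirs, 81 genes were shared and 64.0 expected. With each genotype set against WT libraries with as many sequencing runs, 177 were shared and 155.6 expected. The trend along transcript length ran in opposite ways in the alleles and RpS15. With it removed, which was chosen after the data were seen, 171 were shared and 118.8 expected. Over the 391 genes differentially expressed in both RpS3* and RpS15, Pearson's r was −0.127 (r² = 0.0161) across genes, and 46.8% of them changed in the same direction. For RpS3 and RpS15, r was −0.0520 (r² = 0.0027, n = 341 genes). The simulated range of r for unchanged groups, −0.29 to 0.49, includes both values. Over all genes tested in both, r was −0.145 for RpS3* and −0.0851 for RpS3, outside the simulated −0.0569 to 0.143 but inside the −0.149 to 0.736 of pairs of real WT libraries. The all-gene value for RpS3* was −0.183 with separate WT libraries. Over genes differentially expressed in both, the sign for RpS3* depended on the WT libraries: against the 6 yw libraries only, r was 0.132.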

Interestingly, there was little overlap between loser *RpS3* ^*+/−*^ and non-loser *RpS15* ^*+/−*^ cells (Fig. 1b, 100 genes vs. 60 genes overlap expected by random chance) and no significant correlation in expression level changes (Fig. 1c, *r* ^2^ ≈ 0). Strikingly, however, when we compared the list of genes differentially expressed between *mahj* ^*−/−*^ and WT (Supplementary Data 1) to the *RpS3* ^*+/−*^ mutant dataset we observed a remarkably large overlap (286 genes vs. 58 expected by random chance, Fig. 1d). Furthermore, changes in expression levels show a striking correlation across *mahj* ^*−/−*^ and the two *RpS3* ^*+/−*^ mutant data (Fig. 1e, *r* ^2^ ≈ 0.678 for mahj/RpS3* correlation). Thus, the transcriptional profile of *RpS3* ^*+/−*^ is more similar to that of an unrelated loser mutation than to that of a functionally related ribosomal mutation. This indicates that cells carrying the loser mutations *mahj* and *RpS3* share a common transcriptional molecular signature, suggesting an underlying similarity in their cellular states.

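The overlap of the RpS3 alleles with mahj was 434 of 8002 genes, from 1000 genes differentially expressed in both alleles and 1217 in mahj, with 152.1 expected. Of these, 419 (96.5%) changed in the same direction in RpS3* and mahj. Simulated unchanged groups shared a median of 69 genes (47 to 87), a number lowered because their simulated alleles also shared fewer genes. With mahj set against other WT libraries than the alleles, which shared theirs, 265 genes were shared and 53.3 expected. With WT libraries that had as many sequencing runs as each mutant, 426 were shared and 211.8 expected.

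**Figure D1:**
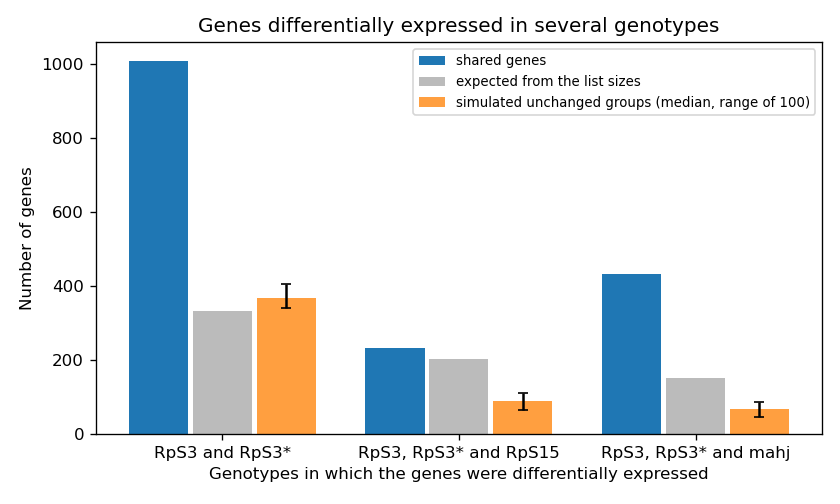
Number of genes (y axis) differentially expressed in both RpS3 alleles, and in both together with RpS15 or mahj (x axis). Blue bars show the shared genes (1009, 232 and 434), grey bars the number expected from the list sizes, and orange bars the median of 100 simulations of unchanged groups, with error bars from the lowest to the highest simulation.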

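Across the 583 genes differentially expressed in both RpS3* and mahj, Pearson's r between the log2 fold changes was 0.783 (r² = 0.613, Spearman's rho 0.818), and 93.8% of the genes changed in the same direction. For RpS3 and mahj, r was 0.810 (r² = 0.656, n = 527 genes) and 94.5% changed in the same direction. Genes are not independent replicates. Simulated unchanged groups gave values of r from −0.38 to 0.47. Pairs of real WT libraries were drawn for the comparison of the alleles only, where they gave a median of 0.790 and up to 0.953. When RpS3* and mahj each had their own WT libraries, r was 0.765, and 0.531 over all genes, where disjoint groups of WT libraries gave −0.549 to 0.432. Leaving out 1 of the 4 mutant libraries at a time gave r for RpS3* and mahj from 0.726, without mahj replicate 1, to 0.813. Against WT libraries with as many sequencing runs r was 0.719. Over all 8015 genes tested in both it was 0.529, inside the −0.149 to 0.736 of pairs of real WT libraries with the same reference. mahj and RpS15 gave 0.578 over the 373 genes differentially expressed in both. In all, 18 correlations were computed, for 6 pairs of genotypes over 3 sets of genes each. From the larger overlap and the correlation, the paper reasons that RpS3 mutant cells resemble an unrelated loser mutant more than a related ribosomal mutant, concludes that both kinds of loser share a transcriptional signature, and proposes that their cellular states are similar.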

**Fig. 1:**
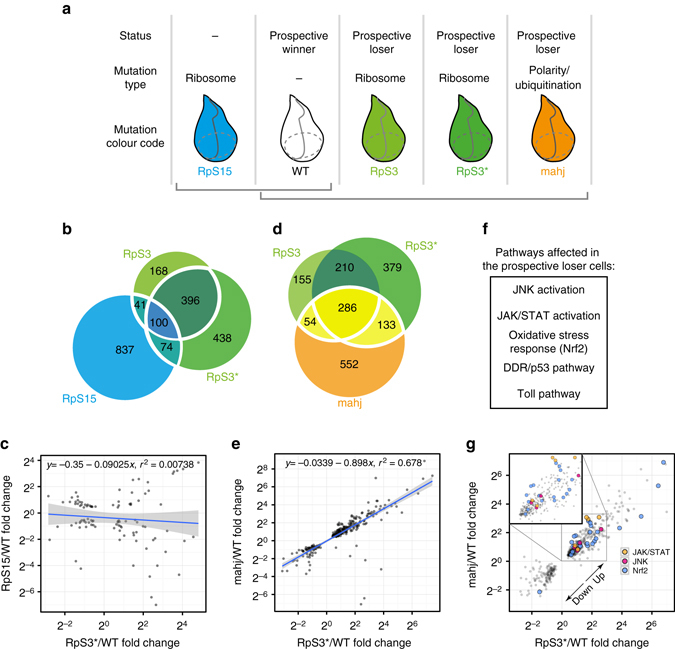
Transcriptional profiling identifies a molecular signature common to prospective loser cells. **a** Schematic representation of the genotypes used for transcriptional profiling and their corresponding prospective loser/winner status. **b** Venn diagram showing overlap of genes differentially expressed in *RpS3*, RpS3* and *RpS15* compared to wild type (WT). **c** Linear regression of fold changes of differentially expressed genes in WT vs. RpS3* and WT vs. *RpS15*, shaded area indicates 95% confidence interval for the fit. **d** Venn diagram showing overlap of genes differentially expressed in *RpS3*, RpS3* and *mahj* compared to WT. **e** Linear regression of fold changes of differentially expressed genes in WT vs. RpS3* and WT vs. *mahj*, shaded area indicates 95% confidence interval for the fit. **f** Pathways activated in prospective loser cells. **g** Data set of differentially expressed genes as in **e**, where genes from pathways in **f** are highlighted

Given that such signature is associated with cells that behave as losers, we hypothesized that it could point towards genes and pathways potentially relevant for the acquisition of the loser status. Thus, we looked in more detail at the identity and function of the genes that compose this shared molecular signature. Specifically, we focused on the 443 differentially expressed genes that are shared between *mahj* ^*−/−*^ wing discs and at least one of the two *RpS3* ^*+/−*^ mutant datasets (Fig. 1d yellow intersection—excluding the small minority of genes whose changes in gene expression were in opposing directions—and Supplementary data 2). 

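Re-derived from the FPKM with the same definition, the shared signature held 626 genes, left from 676 after those with opposing directions were removed. Simulated unchanged groups gave a median of 245 (210 to 279). Of the paper's 443 signature genes, 409 were among the 626. Tested one comparison at a time, the paper's genes were differentially expressed in RpS3 in 353 of 416 tested genes, in RpS3* in 394 of 423 and in mahj in 417 of 422. Adjusted over the list alone, these counts were 394, 409 and 422, which is not independent evidence, since the study chose the list on these samples. In RpS15, 398 signature genes were tested, of which 56 were differentially expressed and higher and 59 differentially expressed and lower. With mahj set against other WT libraries than the alleles, the re-derived signature held 408 genes, and with as many sequencing runs 725.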

Gene Ontology (GO) analysis showed that this gene list is strongly enriched for genes associated with cellular stress response, oxidation–reduction processes and DNA repair (Supplementary Table 2). In addition, through manual annotation, we observed that prospective loser cells show altered expression in components of five key signalling pathways: the p53/DDR pathway, the Toll pathway, the JNK pathway, the JAK/STAT pathway and the oxidative stress response pathway (Fig. 1f). Furthermore, the majority of these genes were upregulated (Fig. 1g), suggesting that these pathways might be chronically activated in *RpS3* ^*+/−*^ and *mahj* ^*−/−*^ mutants.

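In the re-derived signature, 441 of the 626 genes (70.4%) were upregulated, with an exact Clopper-Pearson 95% interval of 66.7% to 74.0% that treats the genes as independent, which they are not. Of the paper's list, 315 of 443 genes were upregulated by the paper's values. The share moved with the processing, from 62.2% with the transcript length trend removed and 64.9% with median-of-ratios scaling to 79.6% against WT libraries with as many sequencing runs, all chosen after the data were seen.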

First, we observed changes in the expression level of Toll pathway components, including pathway activators (*Traf4*, *cactin* and *Dif* (Supplementary Table 3)). This served as a proof of principle of the validity of our approach, as the Toll pathway has been shown to be activated downstream of cell competition and to lead to loser cells apoptosis^37^. 

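Each of these genes was differentially expressed in both RpS3 alleles and in mahj, and every mutant library lay above every WT library. Traf4 (FBgn0026319; 2L, 4361925 to 4380716) had 9.61 ± 0.836 FPKM (SD, n = 8) in WT, 17.3 ± 3.66 (SD, n = 2) in RpS3, 23.1 ± 1.88 (SD, n = 2) in RpS3* and 23.4 ± 4.81 (SD, n = 2) in mahj. Its log2 fold changes were 0.78 (SE 0.12, adjusted p = 0.0014), 1.19 (SE 0.10, adjusted p = 5.8e-06) and 1.19 (SE 0.12, adjusted p = 2.7e-05). For cactin (FBgn0031114; X, 20424069 to 20426402), the mean rose from 15.1 ± 1.65 FPKM in WT to 25.0 ± 0.22, 27.6 ± 1.12 and 23.9 ± 0.94. These are log2 fold changes of 0.70 (SE 0.11, adjusted p = 0.0015), 0.83 (SE 0.11, adjusted p = 0.00027) and 0.63 (SE 0.11, adjusted p = 0.0020). Dif (FBgn0011274; 2L, 17413248 to 17433161) had 3.97 ± 1.16 FPKM in WT, where WT6 was lowest at 1.67, and 14.9 ± 4.00, 25.4 ± 6.16 and 17.5 ± 7.22 in the mutants. It rose by 1.69 (SE 0.26, adjusted p = 0.0016), 2.43 (SE 0.26, adjusted p = 5.1e-05) and 1.88 (SE 0.28, adjusted p = 0.00082). Adjusted over the list alone, the count stayed at 3 of 3 in each genotype. In RpS15, 1 of the 3, Traf4, was differentially expressed, with a log2 fold change of 0.29.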

Our data suggest that the Toll pathway might already be affected in prospective loser cells before cell competition.

Secondly, GO analysis showed that prospective loser cells activate several genes associated with the DNA damage response (DDR), such as *mre11*, *Lig4*, *ku80* and *lig3* (Supplementary Data 3). 

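The 4 genes were differentially expressed in all 3 loser genotypes, with every mutant library above every WT library, and also when adjusted over the list alone. mre11 (FBgn0020270; 2L, 11282090 to 11284335) had 27.7 ± 3.80 FPKM (SD, n = 8) in WT, 81.2 ± 7.52 (SD, n = 2) in RpS3, 71.8 ± 4.48 (SD, n = 2) in RpS3* and 57.8 ± 11.4 (SD, n = 2) in mahj, with log2 fold changes of 1.53 (SE 0.13), 1.35 (SE 0.13) and 1.03 (SE 0.14). Their adjusted p-values were 9.8e-06, 1.6e-05 and 0.00041. Ku80 (FBgn0041627; 2L, 15768630 to 15771159) rose from 11.2 ± 1.30 FPKM in WT to 33.5 ± 0.90, 35.4 ± 2.90 and 30.3 ± 2.86, which are log2 fold changes of 1.51, 1.58 and 1.36 (adjusted p = 3.0e-06, 1.5e-06 and 8.6e-06). lig3 (FBgn0038035, without a position in BDGP6.54) had 7.41 ± 0.81 FPKM in WT and 12.5 ± 1.32, 20.8 ± 1.50 and 17.0 ± 3.38 in the mutants (log2 fold changes 0.68, 1.37 and 1.09; adjusted p = 0.0028, 3.9e-06 and 9.5e-05). The smallest changes were those of Lig4 (FBgn0030506, named DNAlig4 in BDGP6.54; X, 13664584 to 13667811), with 5.22 ± 0.60 FPKM in WT and 8.08 ± 1.16, 8.70 ± 0.85 and 9.25 ± 1.77 in the mutants (log2 fold changes 0.54, 0.64 and 0.72; adjusted p = 0.017, 0.0040 and 0.0029). In RpS15, all 4 were lower than in WT, and 1 was differentially expressed.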

Since the DDR is often associated with p53 activation, we cross-compared our DDR signature genes with previously identified p53 targets in *Drosophila* that are upregulated following DNA damage^41, 42^. Indeed, we found that 29 of our DDR-related genes were also proposed p53 targets (Supplementary Fig. 1o, p). This suggests that the p53 pathway is activated in prospective losers. 

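Supplementary Data 3 lists 29 DDR genes, of which 28 are in the deposited values. In RpS3, 26 of 27 tested genes were differentially expressed, 25 higher and 1 lower, with a median log2 fold change of 0.80 over the list. All 28 were differentially expressed in RpS3* and in mahj, 27 higher and 1 lower in each, with medians of 1.18 and 0.95. Adjusted over the list alone, the counts were 27, 28 and 28, though the study chose the list on these samples. As a set, the genes were higher than the other genes tested in RpS3 (adjusted p = 9.3e-22), RpS3* (adjusted p = 1.1e-23) and mahj (adjusted p = 6.5e-27) in limma's camera with a preset correlation between genes of 0.01, adjusted over 20 set tests. These 3 calls hold under fry and with an estimated correlation, where the adjusted p-values were at most 1.2e-06 and 0.0094. In RpS15, 8 of 27 were differentially expressed, 3 higher and 5 lower, and the set did not differ from other genes (median 0.0058, adjusted p = 0.31). The published p53 targets themselves were not used here.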

Interestingly, however, p53 activation in *Minute* cells has been shown not to be required for their autonomous cell survival or for their elimination during competition^39^.

Since the contribution of both p53 and the Toll pathway to cell competition has already been previously characterised, we did not pursue these pathways further. Instead we focused on characterising the involvement of JNK, JAK/STAT and the oxidative stress response pathways in cell competition.

### JNK signalling limits the expansion of loser cell clones

JNK (Basket (Bsk) in *Drosophila*) is a major stress response factor and an important regulator of cell growth and death in many *Drosophila* tissues^43–45^. JNK signalling has also been implicated in multiple cell competition systems, such as *scribble* ^2^, *mahj* ^12, 27^, *myc* ^28^, *APC* ^6^ and *Minute* competition^5, 23^, where it has been proposed to play a role in the late stage induction of cell death, although this is controversial in the case of Minute and myc-induced cell competition^29, 46^. Our RNAseq data indicates that both *Minute* and *mahj* ^*−/−*^ cells in their naive state upregulate the JNK pathway (as both JNK activators, such as *Gadd45* and JNK target genes, such as *scarface* ^47^ and *reaper* ^45^ are upregulated (Fig. 2a)), in agreement with earlier reports^27^. In addition we found that *RpS3* ^+*/−*^ cells show strong activation of the JNK reporter TRE-dsRED^48^ (Fig. 2b,d,e) and of active phosphorylated-JNK^6^ (pJNK; Supplementary Fig. 2a, c, d) compared to WT cells, whereas naive *RpS15* ^*+/−*^ cells, which do not behave as losers, show a markedly lower level of reporter activation (Fig. 2b,c,e and Supplementary Fig. 2a,b,d). 

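The clearest change was that of Gadd45 (FBgn0033153; 2R, 7249161 to 7250655), with 12.9 ± 2.74 FPKM (SD, n = 8) in WT, 60.6 ± 1.82 (SD, n = 2) in RpS3, 82.8 ± 0.25 (SD, n = 2) in RpS3* and 60.5 ± 0.72 (SD, n = 2) in mahj. These are log2 fold changes of 2.18 (SE 0.19, adjusted p = 9.8e-06), 2.62 (SE 0.18, adjusted p = 1.2e-06) and 2.17 (SE 0.19, adjusted p = 8.6e-06). scaf (scarface, FBgn0033033; 2R, 5676750 to 5691723) had 16.1 ± 4.55 FPKM in WT and 28.2 ± 1.31, 34.5 ± 8.35 and 26.8 ± 5.78 in RpS3, RpS3* and mahj. Its log2 fold changes were 0.81 (SE 0.22, adjusted p = 0.037), 1.07 (SE 0.23, adjusted p = 0.010) and 0.73 (SE 0.23, adjusted p = 0.064), and the mahj libraries overlapped the WT libraries. rpr (reaper, FBgn0011706; 3L, 18397535 to 18398435) had 20.7 ± 3.59 FPKM in WT and 25.7 ± 1.27 in RpS3, a log2 fold change of 0.32 (SE 0.16, adjusted p = 0.21) that did not pass the threshold, with overlapping libraries. In RpS3* it had 38.9 ± 4.57 FPKM (log2 fold change 0.89, SE 0.17, adjusted p = 0.0040) and in mahj 40.7 ± 12.5 (0.93, SE 0.19, adjusted p = 0.0069; 0.62 without mahj replicate 1). Against WT1 and WT2, which also had 2 sequencing runs, the change of rpr in mahj did not pass (adjusted p = 0.11). Fig. 2a also lists Traf4. Of the 4 genes, 3 were differentially expressed in RpS3 and 4 each in RpS3* and mahj, and adjusted over the list alone 4 in each. In RpS15 only Traf4 was.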

The correlation between JNK activity and propensity to loser status prompted us to ask whether, in addition to the established late role in cell death, JNK signalling might play other roles in *Minute* cell competition. To address this, we inhibited JNK signalling specifically in loser *RpS3* ^+*/−*^ cells during cell competition, by overexpressing the JNK inhibitor *puckered (puc)* ^45, 49^. JNK inhibition reduced competition-induced cell death, as expected^23^ (Supplementary Fig. 2e–g). However, we also noted a striking increase in the overall ability of *RpS3* ^+*/−*^ cells to colonise the tissue (Fig. 2f, g), consistent with the possibility that JNK signalling might affect additional aspects of cell competition. We first asked whether JNK activation is required to prime cells for being killed by WT cells and tested whether high JNK signalling is sufficient to confer a loser status to otherwise WT cells. JNK overactivation leads to autonomous cell death^45^; however, after carefully optimising JNK activation levels (by partial silencing of the JNK inhibitor *puc* using *tub-Gal80* ^*TS*^, see Supplementary Table 1), we obtained large clones with active JNK, so as to assess whether they would behave as losers against surrounding WT cells. These clones displayed some residual apoptosis, however unlike during *Minute* cell competition, where cell death is observed within 1–2 cell diameters of the clone boundary^31^ (Supplementary Fig. 1i, j), there was no bias in the position of dying cells (Fig. 2h–j). Next we asked whether inhibiting JNK signalling in clones of *RpS3* ^*+/−*^ cells could boost their colonisation ability also under non-competitive conditions, when they are surrounded by other *RpS3* ^*+/−*^ cells. To this end, we generated GFP-positive clones overexpressing *puc* in an *RpS3* ^*+/−*^ background and scored clone size. Interestingly we observed again that *RpS3* ^*+/−*^ clones with reduced JNK activity grew larger than control *RpS3* ^*+/−*^ clones (Fig. 2k,l,n). Similar results were obtained expressing dominant-negative JNK (Bsk^DN^; Supplementary Fig. 3d–f), while JNK inhibition had no such effect on control WT clones (Supplementary Fig. 3a–c). This confirms that JNK has an impact on *Minute* cells beyond an involvement in competition-induced cell death. We next wondered whether the increase in clone size was due to the anti-apoptotic effect of JNK inhibition, which could inhibit background-level cell death in *Minute* cells^50^, leading to bigger clone sizes. This seemed unlikely because in our experimental conditions *RpS3* ^*+/−*^ wing discs display modest additional apoptosis (Fig. 2o and Supplementary Fig. 1c, d), or more generally cell death (Supplementary Fig. 2i–k), in the absence of cell competition. Consistent with this, inhibiting apoptosis by overexpressing dIAP1 (which effectively blocks damage-induced apoptosis; Supplementary Fig. 2h) had no effect on the size of naive *RpS3* ^*+/−*^ clones (Fig. 2k,m,n). Similarly, inhibiting apoptosis by drICE RNAi or by p35 overexpression had no significant effect on clone size (Supplementary Fig. 3g–l). Altogether this indicates that JNK signalling inhibition promotes the expansion of *RpS3* ^*+/−*^ clones beyond simply improving their survival.

**Fig. 2:**
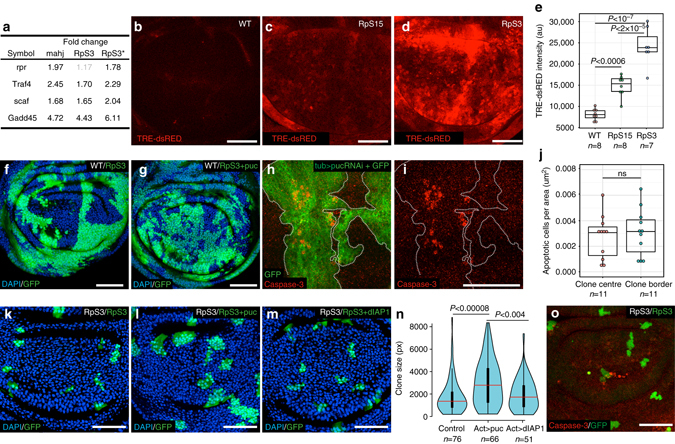
JNK pathway activity restricts the growth of prospective loser cells. **a** List of known JNK targets or regulators differentially expressed in the indicated genotypes (fold changes with false discovery rate>0.1 are in *grey*). **b**–**d** Activation of the transcriptional reporter of JNK activity (TRE16-dsRED, *red*) in WT (**b**), *RpS15* ^+*/−*^ (**c**) or *RpS3* ^+*/−*^ wing discs (**d**). **e** Quantification of fluorescence intensity from images as in **b**–**d** for the indicated genotypes, each dot represents a single wing disc. *P* values according to a post-hoc Tukey test. For all box and whisker plots the *horizontal line* represents the median and the upper/lower whiskers indicate the lowest/highest point within 1.5*interquartile range of the lower/higher quartile, respectively. **f**, **g** Wing disc harbouring 72-hour-old GFP-negative WT clones within GFP-positive *RpS3* ^+*/−*^ tissue with (**g**) or without (**f**) overexpression of *puc* only in the *RpS3* ^*+/−*^ cells (achieved using *upd3*-Gal4 to drive expression specifically in loser *RpS3* ^*+/−*^ cells). **h**, **i** Wing disc with clonal knockdown of *puc* (tub>puc-RNAi) and GFP expression (*green*) stained with anti-cleaved caspase-3, (*red*), clonal boundaries are indicated by a *dotted line*. **j** Quantification of the density of apoptotic cells in the centre of the clone or at the clonal boundary (i.e. within a 2-cell diameter of the clone periphery) for discs of the same genotype as in **h**; each dot represents a single wing disc. **k**–**m** *RpS3* ^*+/−*^ wing discs harbouring clones overexpressing GFP alone (**k**) or with the addition of *puc* (**l**) or dIAP1 (**m**). **n** Size distributions (in pixels) of clones of the same genotypes as in **k**, **m**, *P* values according to a post-hoc Tukey test. **o** *RpS3* ^*+/−*^ wing disc harbouring GFP-overexpressing clones (same genotype as in **k**) stained with anti-cleaved caspase-3. Detailed genotypes for each figure panel are listed in Supplementary Table 1. Scale bars, 50 μm throughout all figures

To understand how JNK inhibition improves the growth potential of *RpS3* ^*+/−*^ cells, we carried out RNA-seq of *RpS3* ^*+/−*^ wing discs overexpressing *puc* and analysed at the whole transcriptome level what genes changed expression levels compared to reference *RpS3* ^*+/−*^ cells. 

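Whole wing discs of RpS3 larvae overexpressing puc, an inhibitor of JNK signalling, were sequenced in 3 libraries (RpS3+puc) of 50 discs each and compared with the 2 RpS3 libraries that also served in the comparison with WT. The RpS3+puc flies carried esg-Gal4, the driver of UAS-Puc, and UAS-GFP, which the RpS3 flies lacked, so effects of the driver, of GFP and of puc fall together in this comparison. Each library had 1 sequencing run, and the deposited values are again FPKM. The RpS3+puc libraries had between 15849186 and 15968721 reads by the step of their values (median 15935988). limma was run on log2(FPKM + 1) with the same filter and threshold, on these 5 libraries only. On simulated data with 3 libraries against 2, it recovered 175 of 200 changed genes, and 25 false calls were 12.5% of all calls. Differences between whole libraries are left out of this rate too. puc (FBgn0243512; 3R, 8105332 to 8122294 in BDGP6.54) had 190.0 ± 32.5 FPKM (SD, n = 3) in RpS3+puc and 14.0 ± 1.40 (SD, n = 2) in RpS3 discs, a log2 fold change of 3.66 (SE 0.14, adjusted p = 3.4e-06).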

We found that 2117 genes were differentially expressed (Supplementary Data 4) and, as a control, several JNK target genes that are upregulated in *RpS3* ^*+/−*^ discs were downregulated upon *puc* overexpression (Fig. 3a). 

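In RpS3+puc, 3675 of 7883 genes tested were differentially expressed compared to RpS3, 1698 higher and 1977 lower. The libraries did not overlap in 3654 of them. With 3 libraries against 2 chance gives this for 20% of unselected genes, a rate that cannot be set against genes selected for their difference. With all 19 libraries in one fit, the alternative that moved the count most, 2438 genes were differentially expressed. The share of higher genes was 46.2%. Gadd45 fell from 60.6 ± 1.82 FPKM (SD, n = 2) in RpS3 to 35.9 ± 1.94 (SD, n = 3) in RpS3+puc (log2 fold change −0.74, SE 0.08, adjusted p = 0.00063), still above its WT level. scaf was 13.3 ± 1.15 FPKM in RpS3+puc (log2 fold change −1.04, SE 0.09, adjusted p = 0.00032). rpr was 14.7 ± 1.57 FPKM (log2 fold change −0.77, SE 0.10, adjusted p = 0.0017), although its rise in RpS3 over WT had not passed the threshold. Traf4 moved the other way, to 23.6 ± 2.92 FPKM (log2 fold change 0.43, SE 0.14, adjusted p = 0.040). All 4 changes also passed when adjusted over the list alone. The largest rise was that of CG42319 (2R, 13260101 to 13266336), from 0.0295 ± 0.0418 to 60.2 ± 7.96 FPKM (log2 fold change 5.89, SE 0.12, adjusted p = 3.3e-08), and no WT library exceeded 1.93. CG14072, which had risen in RpS3 discs only, fell by 5.46 (SE 0.15, adjusted p = 2.7e-07). Lsp2 (3L, 12129393 to 12131869), a fat body gene, fell by 3.97 (SE 0.25, adjusted p = 0.00016), and its level among the WT libraries ranged from 5.64 to 65.1 FPKM.

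**Figure D2:**
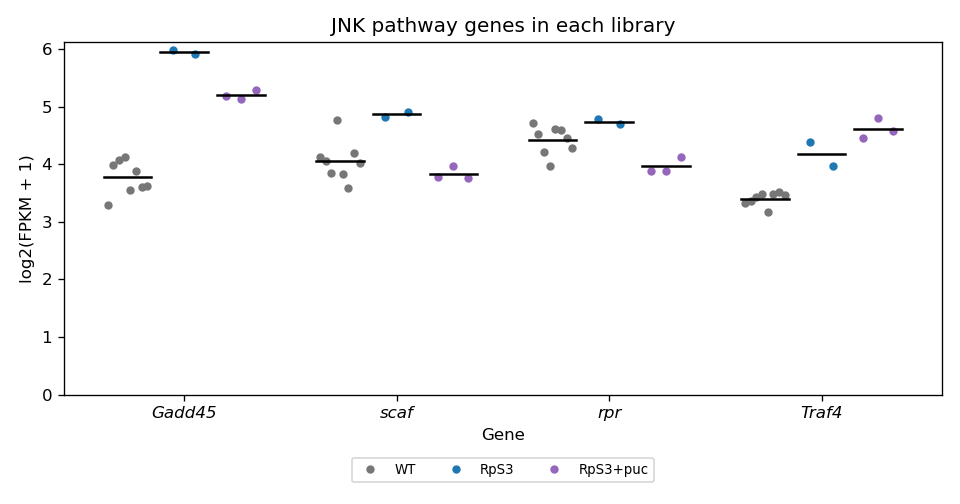
log2(FPKM + 1) (y axis) of Gadd45, scaf, rpr and Traf4 (x axis) in each WT, RpS3 and RpS3+puc library; dots are libraries and bars are group means. The RpS3+puc libraries lie below the RpS3 libraries for Gadd45, scaf and rpr and above them for Traf4.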

We next compared how JNK inhibition affects the expression of the molecular signature genes common to prospective losers. 

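Of the paper's 443 signature genes, 407 were tested in RpS3+puc against RpS3, and 190 of them (46.7%) were differentially expressed, 94 higher and 96 lower, which is 42.9% of the whole list. The share of all genes tested that were differentially expressed would give 189.7, so the signature genes were not overrepresented (hypergeometric test, exact, one-sided, p = 0.51). Adjusted over the list alone the count was 191, with the list chosen by the study on libraries that include RpS3. With no filter on FPKM, 169 of the 443 were differentially expressed where 131.3 were expected (exact hypergeometric p = 5.6e-05), an alternative chosen after the data were seen. With all 19 libraries in one fit, the count was 124. Over the 190 genes, Pearson's r between the changes upon puc overexpression and the changes in RpS3 against WT was −0.365 (Spearman's rho −0.445), and 139 of them (73.2%) changed in opposite directions. The RpS3 libraries enter both axes with opposite signs, so some anti-correlation arises without any effect of puc. Simulations without such an effect gave a median r of −0.136 (−0.334 to 0.105) and 50.8% of opposite signs (43.2% to 59.5%). They took the observed RpS3 means as true. A return toward the mean of genes chosen partly on the RpS3 libraries is thus left out. The RpS3* and mahj changes share no mutant library with the RpS3+puc comparison. Against these, r was −0.293 and −0.353, and 71.1% and 73.0% of the genes changed in opposite directions. Without RpS3 replicate 1, r against RpS3 was −0.281, and without replicate 2 it was −0.460.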

Interestingly 26% (114 out of 443) of the molecular signature genes were differentially expressed upon Puc overexpression (Supplementary Data 5) and their expression levels anti-correlated with those of *RpS3* ^*+/−*^ discs, indicating a partial reversal of the molecular signature (Fig. 3b). However inhibiting JNK signalling in clones of *RpS3* ^*+/−*^ cells did not enable them to kill surrounding *RpS3* ^*+/−*^ cells (Fig. 3c, d). Thus, although JNK inhibition partially reverts the prospective losers molecular signature, its inhibition is not sufficient to turn *RpS3* ^*+/−*^ cells into winners against other *Minute* cells and therefore that does not explain why clones grow better. To get insight into the mechanism by which JNK signalling inhibition improves the growth of *Minute* clones we sought to identify by gene ontology analysis cellular pathways that are affected in prospective losers upon JNK inhibition. Strikingly, we found that amongst the most highly enriched pathways are many involved in protein translation and synthesis (Fig. 3e) with a large number of ribosomal genes upregulated in *RpS3* ^*+/−*^ cells upon JNK inhibition (Supplementary Fig. 3m). This suggests that JNK signalling inhibits the growth of *RpS3* ^*+/−*^ cells by downregulating their protein synthesis machinery. 

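No Gene Ontology annotation was used here, and genes for ribosomal proteins were taken by their symbols. Of 82 genes for cytoplasmic ribosomal proteins tested, 67 were higher in RpS3+puc than in RpS3, and 43 were called higher and 3 lower. Their median log2 fold change was 0.20, and camera gave an adjusted p of 3.2e-07. This call did not hold under fry (adjusted p = 0.18) or with an estimated correlation (adjusted p = 0.70). Of 71 genes for mitochondrial ribosomal proteins, 65 were higher, 45 of them called, with a median of 0.27 (camera, adjusted p = 1.2e-10), and the call did not hold under fry (adjusted p = 0.11) or with an estimated correlation (adjusted p = 0.70). Both sets hold short and abundant transcripts, and log2 fold changes in this comparison fell with transcript length (Spearman's rho −0.543, across genes). With that trend removed, which was chosen after it had been seen, the median of the cytoplasmic set changed sign to −0.023 and that of the mitochondrial set was 0.040. In RpS3 against WT, the medians of the same sets were 0.040 for cytoplasmic and 0.32 for mitochondrial ribosomal proteins, and −0.17 and 0.11 with the length trend removed. From the enrichment of translation terms among the genes that changed, the paper proposes that JNK signalling limits the growth of RpS3 cells through their protein synthesis machinery.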

Altogether we conclude that JNK signalling has an active function in inhibiting loser cell growth and that, by restricting their intrinsic growth potential, it contributes to cell competition.

**Fig. 3:**
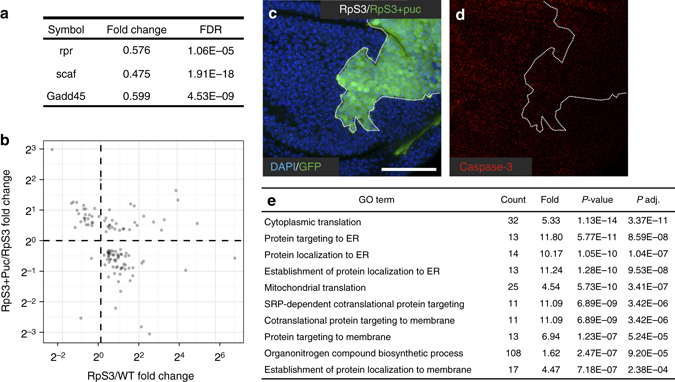
JNK inhibition partially reverts the molecular signature in *RpS3* ^*+/−*^ cells and increases the expression of translation-related genes. **a** List of known JNK targets that become downregulated on overexpression of the JNK-specific inhibitor *puckered* (*puc*) in *RpS3* ^*+/−*^ wing discs. **b** Plot showing fold changes in gene expression (*RpS3*+puc/*RpS3*, *y* axis; *RpS3*/WT, *x* axis) for those genes that are differentially expressed in *RpS3* ^*+/−*^ cells upon JNK inhibition vs. *RpS3* ^*+/−*^ cells and that are also present in the prospective loser signature. **c**, **d** *RpS3* ^*+/−*^ wing discs harbouring GFP-positive clones overexpressing *puc* (**c**) and stained with anti-cleaved caspase-3 (*red*, **d**). Note the absence of localised cell death at the clonal boundary (**d**). Detailed genotypes are listed in Supplementary Table 1. **e** Table of ten most highly enriched GO terms amongst genes that become upregulated on JNK inhibition in *RpS3* ^*+/−*^ cells with the number of genes (count), fold enrichment, *P* value and *P*-adj presented

### Unpaired ligands produced by losers promote cell competition

The JAK/STAT pathway is a cytokine signalling pathway involved in the proliferative, immune and inflammatory responses^51, 52^. Specifically in *Drosophila* imaginal discs, the pathway is required for developmental patterning^53, 54^ and to promote proliferation under normal conditions and during regeneration^52, 55^. 

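The JAK/STAT genes considered were the ligands upd (FBgn0004956, named upd1 in BDGP6.54), upd2 (FBgn0030904) and upd3 (FBgn0053542), which lie on X between 18240654 and 18309291, and the targets Socs36E (FBgn0041184; 2L, 18138675 to 18152417) and chinmo (FBgn0086758; 2L, 1651258 to 1704682). Socs36E had 21.6 ± 1.20 FPKM (SD, n = 8) in WT, 29.6 ± 2.58 (SD, n = 2) in RpS3, 41.5 ± 1.73 (SD, n = 2) in RpS3* and 45.6 ± 16.4 (SD, n = 2) in mahj. Its log2 fold changes were 0.44 (SE 0.08, adjusted p = 0.0060), 0.91 (SE 0.08, adjusted p = 7.4e-06) and 1.00 (SE 0.14, adjusted p = 0.00047), the last 0.63 without mahj replicate 1. chinmo had 1.67 ± 0.68 FPKM in WT and 2.90 ± 0.65 in RpS3, where the libraries overlapped and the log2 fold change of 0.58 did not pass (SE 0.25, adjusted p = 0.15). It rose in RpS3* by 1.17 (SE 0.26, adjusted p = 0.012) and in mahj by 2.61 (SE 0.26, adjusted p = 3.2e-05), or by 2.27 without mahj replicate 1. upd had 3.39 ± 0.40 FPKM in WT, with log2 fold changes of 0.25 in RpS3, which did not pass (SE 0.13, adjusted p = 0.21), 0.93 in RpS3* (SE 0.13, adjusted p = 0.00040) and 0.65 in mahj (SE 0.15, adjusted p = 0.015; 0.37 without mahj replicate 1). upd3 had 0.41 ± 0.11 FPKM in WT and 1.28 ± 0.52 in RpS3, too little to pass the filter. It rose in RpS3* by 1.27 (SE 0.15, adjusted p = 0.00010) and in mahj by 1.63 (SE 0.17, adjusted p = 4.3e-05), or by 1.36 without mahj replicate 1. upd2 was below the filter in RpS3 (0.47 ± 0.31 FPKM) and RpS3* (0.95 ± 0.072), against 0.27 ± 0.10 in WT, and rose in mahj to 2.07 ± 1.12 (log2 fold change 1.23, SE 0.19, adjusted p = 0.0011; 0.85 without mahj replicate 1). In RpS3, 1 of 3 tested genes was differentially expressed, and 3 of 3 when adjusted over the list alone. RpS3* had 4 of 4 and mahj 5 of 5 by either adjustment, and RpS15 0 of 3.

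**Figure D3:**
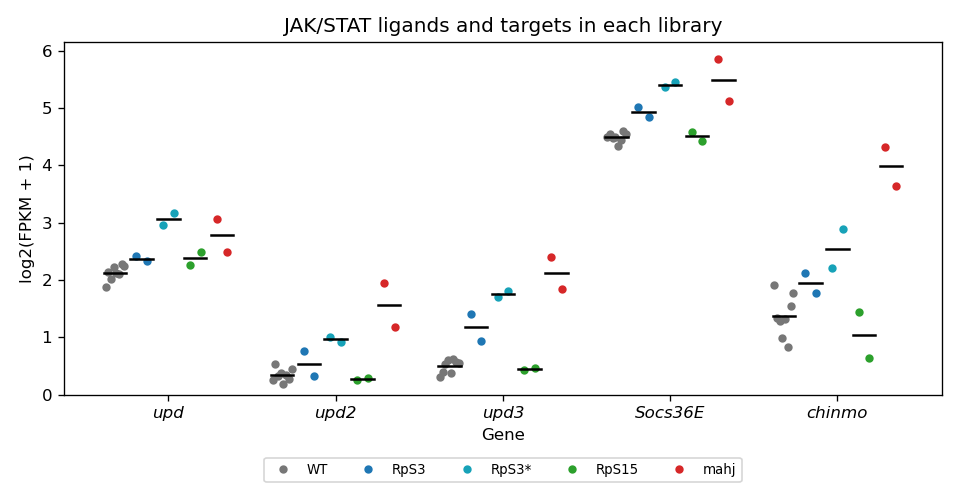
log2(FPKM + 1) (y axis) of the JAK/STAT ligands upd, upd2 and upd3 and the targets Socs36E and chinmo (x axis) in each WT, RpS3, RpS3*, RpS15 and mahj library; dots are libraries and bars are group means. The mahj replicates lie far apart for all of these genes.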

Our RNAseq data show that both *RpS3* ^*+/−*^ and *mahj* ^*−/−*^ cells upregulate the JAK/STAT targets *Socs36E* and *chinmo* as well as all three ligands of the pathway—the cytokines *unpaired 1, 2* and *3* (*upd*, *upd2*, *upd3*)^56–58^ (Fig. 4a), suggesting pathway activation. We first validated these findings using an in vivo fluorescent reporter of STAT activity (10xSTAT-GFP^59^). Indeed we found that *RpS3* ^*+/−*^ cells display reporter activation compared to WT cells (Figs. 4b, c) and upregulate *upd3* expression as detected by in situ (Supplementary Fig. 4a, b), by *upd3-Gal4, UAS-GFP* expression (Fig. 4d, e and Supplementary Fig. 4c, d), and by expression of *upd3*-LacZ^60^ (Supplementary Fig. 4e, f), confirming the RNAseq data. We next asked whether JNK signalling, which has been shown to activate Upd ligands in this and other tissues^60–62^, was responsible for the production of Upd ligands in *RpS3* ^*+/−*^ wing discs. Thus, we inhibited the JNK pathway in *RpS3* ^*+/−*^ wing discs and assessed the levels of *upd3* expression and JAK/STAT activity. Indeed JNK inhibition resulted in a reduction of JAK/STAT reporter levels (Supplementary Fig. 4i, j) and of *upd3*-LacZ expression (Fig. 4f, g, compare to control clones in Supplementary Fig. 4g, h), indicating that the JNK pathway contributes to JAK/STAT ligands production in *Minute* cells.

**Fig. 4:**
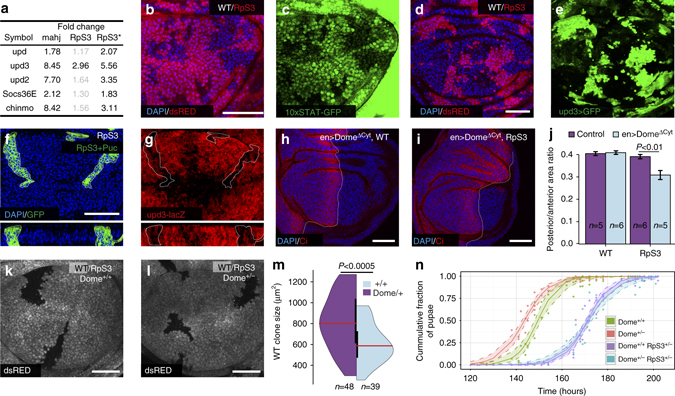
JAK/STAT activation is required for normal *RpS3* ^*+/−*^ tissue growth and for competition -induced overproliferation of winner cells. **a** List of known JAK/STAT targets and regulators differentially expressed in the indicated prospective loser genotypes (fold changes with false discovery rate>0.1 are in *grey*). **b**, **c** JAK/STAT reporter 10XSTAT-GFP expression in wing discs mosaic for *RpS3* ^+*/−*^ cells (ds-RED-positive) and WT cells (ds-RED-negative). **d**, **e** *upd3>*Gal4 reporter driving the expression of GFP in wing discs mosaic for *RpS3* ^+*/−*^ cells (ds-Red positive) and WT cells (ds-RED negative). **f**, **g** *upd3*-LacZ reporter activity (*red*, **g**) in *RpS3* ^*+/−*^ wing discs harbouring GFP-labelled clones (**f**) that overexpress *puc*. Both *xy* (*top*) and *xz* sections (*bottom*) of the same wing disc are presented with clones outlined (*white dotted line*). **h**, **i** Expression of dominant negative JAK/STAT receptor Dome (Dome^ΔCyt^) in the P compartment (labelled by absence of Ci (*red*)) of wild-type (WT) (**h**) or *RpS3* ^*+/−*^ wing discs (**i**). **j** Quantification of P/A compartment wing pouch ratios of WT or *RpS3* ^*+/−*^ wing discs expressing or not Dome^ΔCyt^ in the P compartment, as indicated; *P* values according to Wilcoxon rank sum test. **k**, **l** Wing disc harbouring WT clones (dsRED negative) in an *RpS3* ^*+/−*^ *Dome* ^*+/+*^ background (**k**) or in an *RpS3* ^+*/−*^ *Dome* ^+*/−*^ background (**l**). **m** Size distribution of WT clones induced in discs of genotypes as in **k**, **l**, as indicated, *P* values according to Wilcoxon rank sum test. **n** Developmental timing until pupariation represented as cumulative fraction of pupae over time for larvae of the indicated genotypes. Data were fitted to a sigmoid curve; the shaded area represents 99% confidence intervals for the fit. Each condition consists of at least five repeats of *n* > 17 larvae. Detailed genotypes for each figure panel are listed in Supplementary Table 1

Next we assessed the physiological significance of JAK/STAT pathway activation for *RpS3* ^*+/−*^ wing discs. Notably JAK-STAT inhibition in the P compartment, by expression of a dominant-negative version of the receptor Dome (Dome^ΔCyt^)^63^ (whose activity we confirmed by monitoring the activity of the 10xSTAT-GFP reporter; Supplementary Fig. 4k, l) caused substantial growth inhibition and a markedly reduced P compartment size in *RpS3* ^*+/−*^ mutants, while it had no noticeable effect on WT cells (Figs. 4h–j). This indicates that *RpS3* ^*+/−*^ cells are more reliant on JAK/STAT activity for their growth than WT cells.

It has long been known that during cell competition winner cells proliferate faster than they would normally do on their own^5, 28–31^. This has mostly been attributed to winner–loser recognition signals or to apoptosis-induced proliferation^32–34^. However, Upds are soluble proteins capable of long-range signalling and have been reported to cause non-autonomous overgrowth phenotypes^61, 62^. In addition we recently showed that in the adult *Drosophila* midgut Upd ligands produced by *RpS3* ^*+/−*^ cells promote the proliferation of WT cells during cell competition^5^. This suggested that their production from *RpS3* ^*+/−*^ wing disc cells could have a similar effect on winner cell proliferation in this tissue. Indeed, we found that just removing one copy of the pathway receptor *Dome* was sufficient to inhibit substantially the growth of WT clones during cell competition in wing discs, indicating that winner cells depend on JAK/STAT signalling for competition-induced proliferation (Fig. 4k–m). Importantly, *Dome* heterozygosity did not cause any developmental delay in either WT or *Minute* animals (Fig. 4n), indicating that this effect is not simply due to a general inhibition of tissue growth or proliferation. We conclude that Upd ligands produced by *Minute* cells play a dual role: they promote growth in *Minute* tissues, however during cell competition they are also exploited by WT cells to boost their own proliferation.

### Prospective losers activate the oxidative stress response

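The genes tested here are the 23 that Fig. 5a lists. In RpS3, 19 of 21 tested genes were differentially expressed, all higher than in WT, and the median log2 fold change of the list was 0.85. In RpS3* and in mahj, 22 of 22 were, 21 higher and 1 lower, with medians of 1.43 and 1.28. The gene that fell was GstZ2 (FBgn0037697; 3R, 9456815 to 9460652), with 1.64 ± 0.52 FPKM (SD, n = 8) in WT, 0.63 ± 0.52 (SD, n = 2) in RpS3* and 0.39 ± 0.12 (SD, n = 2) in mahj. Its log2 fold changes were −0.45 in RpS3 (SE 0.20, adjusted p = 0.16), −0.71 in RpS3* (SE 0.23, adjusted p = 0.054; −0.38 without replicate 2) and −0.91 in mahj (SE 0.20, adjusted p = 0.012). With the transcript length trend removed, its fall in RpS3 passed the threshold (−0.64, adjusted p = 0.096). Adjusted over the list alone, the counts were 20, 22 and 22, for a list the study chose on these samples. camera gave adjusted p-values of 1.1e-15 for RpS3, 6.9e-20 for RpS3* and 2.5e-22 for mahj, and these calls hold under fry and with an estimated correlation (adjusted p at most 1.5e-06 and 0.011). In RpS15, 4 of 19 were differentially expressed, 2 higher and 2 lower (5 when adjusted over the list alone), with a median of −0.23 and an adjusted camera p of 0.17. Apart from GstE6, a large rise in each loser genotype was that of Aox1 (FBgn0038347, without a position in BDGP6.54), with 0.23 ± 0.11 FPKM in WT and 18.8 ± 5.25, 26.1 ± 2.97 and 27.1 ± 10.3 in RpS3, RpS3* and mahj (log2 fold changes 3.99, 4.46 and 4.47).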

One of the most prominent features of the molecular signature common to prospective loser cells is the marked upregulation of many (23) genes involved in oxidation/reduction and detoxification processes (Fig. 5a). These include multiple known target genes of the mammalian transcription factor Nrf2^64^ (*CncC* in *Drosophila* ^65^), although neither the *CncC* gene itself nor the canonical inhibitor of the pathway *Keap1* are transcriptionally affected (Supplementary Data 1). 

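The gene for CncC, cnc (FBgn0262975; 3R, 23185580 to 23226711), had 29.0 ± 4.78 FPKM (SD, n = 8) in WT, where WT6 was lowest at 18.3, 24.7 ± 2.07 (SD, n = 2) in RpS3, 27.1 ± 1.06 (SD, n = 2) in RpS3* and 33.3 ± 0.64 (SD, n = 2) in mahj. Its log2 fold changes, −0.20 (SE 0.17, adjusted p = 0.44), −0.07 (SE 0.17, adjusted p = 0.80) and 0.21 (SE 0.17, adjusted p = 0.51), were no larger than the spread among libraries allows. Against the 6 yw WT libraries only, the fall in RpS3 was −0.30 and passed the threshold (adjusted p = 0.065), and with the transcript length trend removed the small change in RpS3* turned to 0.02. Keap1 (FBgn0038475; 3R, 17073942 to 17079945) had 7.35 ± 0.57 FPKM in WT and 7.49 ± 0.51, 7.03 ± 0.061 and 6.82 ± 0.062 in RpS3, RpS3* and mahj. The log2 fold changes were 0.03 (SE 0.10, adjusted p = 0.88), −0.05 (SE 0.10, adjusted p = 0.74) and −0.09 (SE 0.10, adjusted p = 0.65). The sign in RpS3 turned under median-of-ratios scaling (−0.05) and without RpS3 replicate 1 (−0.04). Neither gene passed the threshold when adjusted over the list alone.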

Nrf2 is the master regulator of the oxidative stress response and is involved in the adaptation to oxidative and chemical stress through upregulation of a number of genes with anti-oxidant function or involved in the removal of harmful oxidation products^64^. Specifically, we found that prospective loser cells show upregulation of genes involved in glutathione synthesis (glutamate-cysteine ligase catalytic subunit—Gclc), glutathione conjugation to xenobiotics (glutathione S-transferases—GSTs), xenobiotic export (multidrug-resistance like proteins), xenobiotic glucuronidation (UDP-glucose-glycoprotein glucosyltransferases) and oxidation (P450 family cytochromes—Cyp) (Fig. 5a). 

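Gclc (FBgn0040319; X, 8102181 to 8116147) had 6.77 ± 0.76 FPKM (SD, n = 8) in WT, 10.5 ± 0.53 (SD, n = 2) in RpS3, 11.8 ± 0.17 (SD, n = 2) in RpS3* and 13.7 ± 2.54 (SD, n = 2) in mahj. It rose by 0.57 (SE 0.11, adjusted p = 0.0089), 0.72 (SE 0.11, adjusted p = 0.0012) and 0.92 (SE 0.13, adjusted p = 0.00041) on the log2 scale. Among the glutathione S-transferase genes of Fig. 5a, GstE6 rose most, from 2.44 ± 0.81 FPKM in WT to 139 ± 41.1, 219 ± 22.7 and 93.2 ± 26.1. GstD9, GstE3, GstE7, GstE8 and GstT1 were higher in all 3 genotypes, with log2 fold changes from 0.55 (GstT1 in RpS3) to 3.03 (GstE7 in RpS3*). GstD3 and GstD5 were differentially expressed in RpS3* (2.14 and 1.32) and mahj (1.24 and 0.79) but not in RpS3, where GstD3 did not pass (0.48, adjusted p = 0.25) and GstD5 was below the filter. The GstD and GstE genes form clusters of related genes, among which the authors' counting could have shared reads. Of the transporters, MRP rose by 1.31 in RpS3, 1.74 in RpS3* and 1.05 in mahj, and Mrp4 by 0.66, 0.80 and 1.40. Ugt86Da rose by 0.84, 1.28 and 1.03 and Ugt86Di by 2.05, 2.02 and 2.73, whereas Ugt86Dc reached 1 FPKM in a single library (mahj replicate 1) and was not tested. The cytochrome genes Cyp6d2, Cyp6d4, Cyp9c1 and Cyp9f2 were higher in all 3 genotypes, from 0.61 (Cyp6d4 in RpS3) to 4.45 (Cyp6d2 in RpS3*). The change of Cyp9c1 in RpS3*, 0.72, was the nearest to the threshold (SE 0.26, adjusted p = 0.090).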

While many of these genes are predicted Nrf2 targets based on mammalian studies, this had not been validated in *Drosophila*. To assess whether activation of these genes is indicative of Nrf2 activity we asked, for some of the genes in Fig. 5a, whether they would be upregulated upon Nrf2 overexpression. Indeed Nrf2 overexpression caused upregulation of 5/6 genes that we tested (Fig. 5b; 1/6 is only marginally upregulated), consistent with Nrf2 activation in prospective losers. To confirm activation of the Nrf2 pathway in loser cells, we used a fluorescent transcriptional reporter of Nrf2—*GstD1-*GFP^65^. In line with our RNAseq data, both *RpS3* ^*+/−*^ (Fig. 5c, d and Supplementary Fig. 5a–c) and *mahj* RNAi (Fig. 5e, f) cells exhibited higher levels of reporter expression compared to WT cells, both before and during cell competition, confirming pathway activation.

**Fig. 5:**
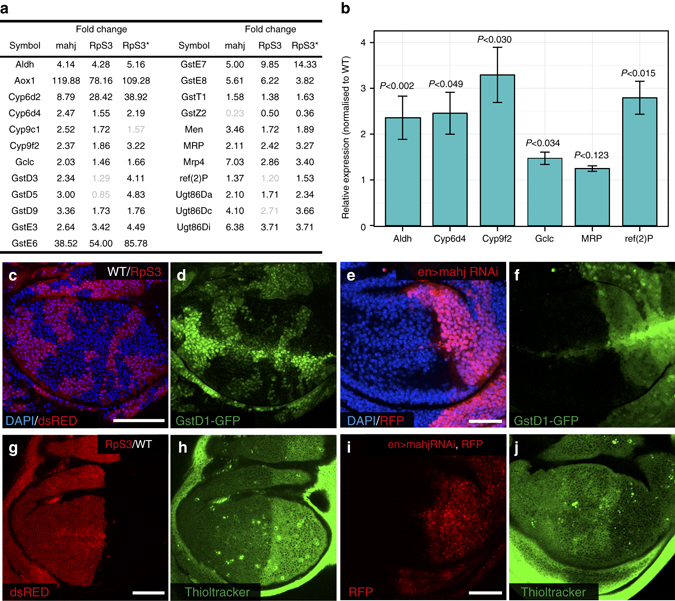
Prospective loser cells activate the oxidative stress response before and during competition. **a** List of genes involved in the oxidative stress response upregulated in the indicated prospective loser genotypes (fold changes with false discovery rate >0.1 are in *grey*). **b** Quantitative PCR analysis showing for selected genes from the list in **a** the expression levels in wing discs overexpressing Nrf2 relative to wild-type (WT), *P* values according to Welch *t*-test; error bars: s.e.m. **c**, **d** Expression of the Nrf2 reporter *GstD1*-GFP (*green*, **d**) in wing discs mosaic for *RpS3* ^+*/−*^ cells (ds-RED-positive) and WT cells (ds-RED-negative, **c**). **e**, **f** *GstD1*-GFP reporter expression (*green*, **f**) in wing discs expressing *mahj* RNAi in the P compartment (RFP-positive; **e**). **g**, **h** Thioltracker staining (*green*, **h**) in composite wing discs carrying a (ds-RED-positive) *RpS3* ^*+/−*^ A compartment and a WT (ds-RED-negative) P compartment (**g**). **i**, **j** Thioltracker staining (*green*, **j**) in wing discs expressing *mahj* RNAi in the P compartment (RFP-positive; **i**). Thioltracker levels are lower in the *mahj* RNAi compartment in 10 out of 18 wing discs analysed (56% penetrance). Detailed genotypes for each figure panel are listed in Supplementary Table 1

We next wondered what oxidative insult might be causing activation of the Nrf2 pathway. Reactive oxygen species (ROS), are powerful activators of Nrf2 and have been shown to be produced under some metabolic imbalance conditions^61^. However, *RpS3* ^*+/−*^ cells showed only a negligible increase in dihydroethidium (DHE) staining (Supplementary Fig. 5d, e) and a decrease in CM-H_2_DCFDA staining (Supplementary Fig. 5f, g), two widely used fluorescent dyes sensitive to different types of ROS^61^. Given that prospective loser cells display the upregulation of several enzymes involved in glutathione synthesis or utilisation (Fig. 5a) and given that free reduced glutathione is the main cytosolic anti-oxidant and regulator of the cytosolic redox state^66^, we wondered whether the oxidative stress response might instead be triggered by low cytosolic levels of reduced glutathione. Notably, using ThiolTracker Violet, a fluorescent sensor of intracellular free thiols, we found that both *RpS3* ^*+/−*^ and *mahj* RNAi cells show lower levels of reduced glutathione than WT cells (Fig. 5g–j and Supplementary Fig. 5h). Thus an oxidative cytosolic environment is a hallmark of cells with reduced competitive ability and may contribute to activation of the Nrf2 pathway.

Nrf2 is generally considered a stress adaptation factor and typically serves a pro-survival role^64, 65^. Indeed we found that knockdown of Nrf2 by Nrf2 RNAi causes increased cell death in *RpS3* ^*+/−*^ cells, but not in WT cells (Fig. 6a, b and Supplementary Fig. 6a), indicating that *RpS3* ^*+/−*^ cells are more reliant on Nrf2 than WT cells for their survival. We therefore hypothesized that increasing Nrf2 activity might be beneficial for loser cells and rescue them from elimination. Unexpectedly, strong overexpression of Nrf2 with *hh-Gal4* caused widespread cell death in both *RpS3* ^*+/−*^ cells (Supplementary Fig. 6c) and WT cells (Supplementary Fig. 6b), which we found to be JNK-dependent (Supplementary Fig. 6d, e). However milder Nrf2 overexpression, by using *nubbin-Gal4*, a weaker Gal4 driver, resulted in widespread *RpS3* ^*+/−*^ cell lethality while only mildly affecting WT wing discs (Fig. 6c, d). Thus, while *RpS3* ^*+/−*^ cells rely on Nrf2 function, they are also more sensitive to its overactivation, possibly because this adds onto already high Nrf2 activity, reaching lethal levels.

**Fig. 6:**
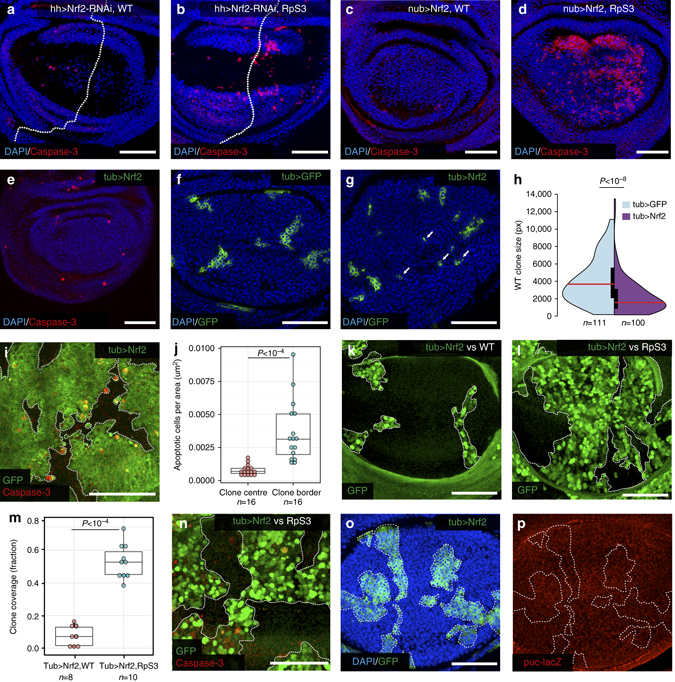
Nrf2 activation is required for *RpS3* ^*+/−*^ cell survival and is sufficient to confer the loser status. **a**, **b** WT (**a**) or *RpS3* ^*+/−*^ (**b**) wing discs with knockdown of Nrf2 in the P compartment and stained with an anti-cleaved Caspase-3 antibody. Dotted line indicates the A/P boundary. **c**, **d** WT (**c**) or *RpS3* ^*+/−*^ (**d**) wing discs overexpressing Nrf2 in the pouch, stained with an anti-cleaved Caspase-3 antibody. **e** Wing disc mildly overexpressing Nrf2 throughout (see genotype in methods), stained with an anti-cleaved Caspase-3 antibody. Note the absence of significant autonomous cell death (cleaved Caspase-3, *red*). **f**, **g** Wing discs harbouring clones overexpressing GFP alone (**f**) or with the addition of Nrf2 (**g**) (arrows indicate instances of clone fragmentation). **h** Size distributions represented as split-violin plots of clones from genotypes as in **f**, **g**. *P*-values calculated using Wilcoxon rank sum test. **i** Wing discs harbouring clones overexpressing GFP and Nrf2 and stained with an anti-cleaved Caspase-3 antibody (*red*). **j** Quantification of the density of apoptotic cells in the clone centre or at the clone boundaries, i.e., within a 2-cell diameter of the clone periphery, for discs of the same genotype as in **i**; each dot represents a single wing disc. *P* values calculated using paired sample *t*-test. **k**, **l** wing discs with GFP-labelled Nrf2 overexpressing clones (otherwise wild-type) surrounded by WT (**k**) or by *RpS3* ^*+/−*^ (**l**) cells (see genotypes in methods). **m** Quantification of GFP-positive clone area as a fraction of the entire pouch region in wing discs from **k**, **l**. Each dot represents one wing disc and the *P* value is according to the Welch *t*-test. **n** Wing disc with GFP-labelled Nrf2 overexpressing clones (otherwise WT) surrounded by *RpS3* ^*+/−*^ cells as in **l** and stained with anti-cleaved Caspase-3 (*red*). Note the absence of cell death at clonal boundaries (outlined with *white dotted line*). **o**, **p** Activity of the *puc*-LacZ reporter (*red*, **p**) in WT wing discs harbouring GFP-labelled clones that overexpress Nrf2 (*green*, **o**) at same levels as in **i**. Detailed genotypes for each figure panel are listed in Supplementary Table 1

Given that activation of the Nrf2 pathway is a hallmark of loser cells and that high levels can lead to autonomous cell death, we wondered whether it might contribute to the loser status. We therefore decided to ask whether Nrf2 activation can turn WT cells into losers. To this aim we needed to identify a Gal4 driver that would allow clonal overexpression of Nrf2 at levels that were insufficient to cause cell-autonomous death. Using *tub>*CD2*>Gal4* in combination with *tub-Gal80* ^*TS*^, we identified suitable temperature conditions in which entire wing discs expressing Nrf2 (by germline excision of the CD2 cassette) are capable of normal development and show little apoptosis (Fig. 6e). However, using exactly the same Gal4 driver and temperature conditions, we observed that Nrf2 expressing clones were significantly smaller than control GFP-expressing clones (Fig. 6f–h), with visible signs of cell fragmentation, indicative of cell death (Fig. 6g, arrows). This suggested that Nrf2 overexpressing clones could be eliminated through cell competition. To test this, we generated larger Nrf2 overexpressing clones, so that within the same Nrf2 overexpressing clones we could score for differences in the frequency of dying cells between the centre of the clone and the clone border, where cell competition is supposed to take place. Notably, we found that the vast majority of apoptotic cells localised at the periphery of Nrf2 clones (Fig. 6i, j). In addition, WT clones overexpressing Nrf2 grew much better when surrounded by *Minute RpS3* ^*+/−*^ cells than when surrounded by WT cells (Fig. 6k–m) and showed no accumulation of death at clonal boundaries (Fig. 6n). Thus both clonal growth and boundary death are context-dependent and result from the interaction of Nrf2 overexpressing cells with WT cells. Furthermore, Nrf2 overexpressing cells interfaced with WT cells at the anterior-posterior compartment boundary, which is known to pose a barrier to cell competition, were protected from death (Supplementary Fig. 6f, g). Together this shows that Nrf2-overexpressing cells are eliminated by cell competition. Notably, we found that Nrf2 overexpression does not cause JNK activation (Fig. 6o, p and Supplementary Fig. 6h, i), indicating that Nrf2 is not upstream of constitutive JNK activation in *Minute* cells and that JNK activation is not necessary for cells to acquire the loser status. We conclude that Nrf2 activation alone, which we found to be a hallmark of prospective loser cells, is sufficient to prime cells for their elimination by WT cells and convert them into losers.

## Discussion

Despite substantial recent progress, our understanding of the mechanisms by which cells compete is still sketchy. While it is increasingly recognised that cells can compete via multiple unrelated mechanisms^13, 23–25, 36–38, 67, 68^ our understanding of even the best characterised and prototypical models of cell competition, such as *Minute* cell competition, is still rather fragmented. In this work, we provide the first comparative analysis of transcriptomes from prospective loser cells carrying functionally unrelated loser mutations. Our analysis highlights a remarkable degree of similarity in the gene expression profiles of two independent prospective loser populations, *RpS3* ^*+/−*^ and *mahj* ^*−/−*^, revealing that some prospective loser cells can share a common molecular signature and, as we show, a common route to cell competition. A significant component of this signature is the shared activation of multiple stress response pathways, which indicates that these loser populations share a common cellular state. Functional analysis of the prospective loser cell signature revealed that both *RpS3* ^*+/−*^ and *mahj* ^*−/−*^ cells constitutively activate JNK, JAK/STAT and oxidative stress response pathways. As we show, each acts as a molecularly separable module to control distinct aspects of cell competition: loser cell proliferation, winner cells overgrowth and loser cell elimination, respectively (Fig. 7). These findings advance our understanding of the mechanisms underpinning this process but also highlight the complexity of the range of cell signalling and cell–cell interactions that collectively contribute to cell competition. They further indicate that our dataset of 443 prospective loser signature genes, the majority of which is still uncharacterised for their contribution to cell competition, is a valuable resource that may offer additional fundamental insights on the mechanisms of cell competition.

**Fig. 7:**
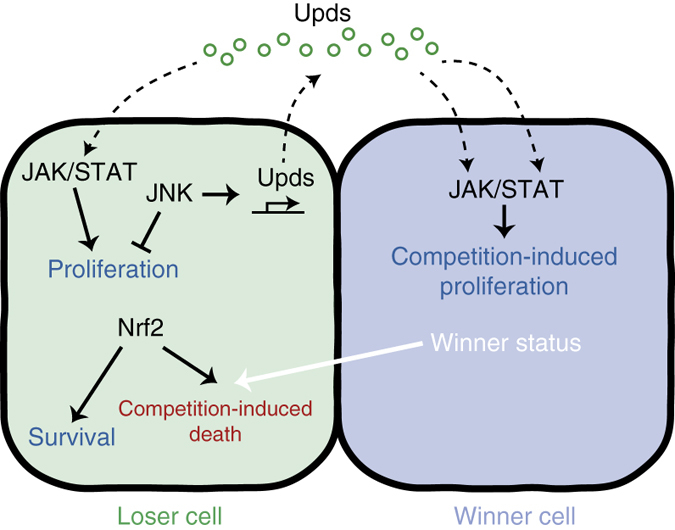
A proposed model for the contribution of JNK, JAK/STAT and Nrf2 pathways to cell competition. JNK signalling activation restricts the growth of loser cells. JAK/STAT signalling, activated by the Unpaired ligands secreted by the loser cells, plays a dual role: it promotes the proliferation of prospective loser tissue, as well as the overproliferation of winner cells during cell competition. Nrf2 pathway activation in losers also plays a dual role: it promotes prospective loser cell survival; however it also primes loser cells for their elimination by WT neighbours during cell competition

Constitutive JNK pathway activation in loser cells has been previously reported^27^. However, it was thought that JNK signalling simply provides a pro-apoptotic signal during competition. Our data indicate that instead JNK activation plays an additional role and contributes to cell competition by restricting the growth potential and clonal expansion of loser cells. Thus, the notoriously slow proliferation rate of *Minute* cells is not just a consequence of their intrinsically limiting translational capacity, but is also actively imposed on them by JNK activation.

Several reports have indicated that winner cells enhance their proliferation in various cell competition models^5, 6, 8, 28–31^, including *Minute* competition^5, 29, 31^. However, it has more recently been reported that during *Minute* cell competition WT cells grow at their normal cell-autonomous rates^69^. This is in apparent contradiction with our finding that during cell competition *Minute* cells promote the proliferation of WT cells above their intrinsic rate by stimulating JAK/STAT signalling. We think that this apparent discrepancy can be resolved, if considering the experimental design in Martin and Morata^69^. Their conclusion was based on the observation that clones of WT cells, allowed to grow for the same amount of time (e.g., 48 h) before they are analysed at the end of third instar, reach similar sizes irrespective of whether they were in a WT or in a *Minute* host. However, considering that *Minute* larvae are developmentally delayed, effectively this equates to inducing clones at different developmental stages in the two genetic backgrounds, with WT clones being ‘developmentally older’ when induced in *Minute* larvae. Since the proliferation rate in wing discs progressively slows down, older cells would be expected to generate smaller clones; we suggest that the fact that they do not generate smaller clones is rather an indication that WT cells are indeed proliferating faster than normal, in line with our findings. Furthermore our results are consistent with our earlier observation that in the adult posterior midgut WT clones overgrow during *Minute* cell competition in a JAK-STAT-dependent manner^5^. This might have been a peculiarity of the midgut, where JAK-STAT signalling is commonly activated as part of the gut homeostasis/repair^70^. Our new data indicate instead that this is a general phenomenon integral to *Minute* cell competition.

These findings address a long-standing question in the field and provide a mechanism to explain how an important hallmark of cell competition—the overproliferation of winner cells—is induced. Indeed, while some of the signals involved in loser cell elimination have now been identified^23, 32, 36–38, 71^, no signal involved in the overproliferation of fitter cells during cell competition had been found so far. It has been suggested that winner cells overproliferation stems from winner/loser recognition^32, 33^, or from compensatory proliferative signals emanating from dying loser cells^31, 34^. Our data instead demonstrates that, at least for *Minute* cell competition, the overproliferation of winner cells is not a consequence of and in fact is independent of winner/loser cell recognition and of loser cell death, since Upd-2 and Upd-3 production is activated across *Minute* tissues in a JNK-dependent manner prior to and independently of cell competition.

Interestingly, it has previously been shown that high STAT activity can induce the winner status^24^. Thus it seems counterintuitive that *Minute* cells, which have high stat levels (most likely as a result of autocrine signalling), are losers against WT cells with lower STAT signalling. This indicates that despite having enhanced JAK/STAT signalling, *Minute* cells are impaired in their ability to become winners due to their underlying ribosomal mutation. In other words, *Minute* acts epistatically to their JAK/STAT activation. Similar interactions between pathways that define fitness have been reported previously. For example cells that overexpress dMyc, lose their ability to outcompete cells if they are also *Minute* ^*+/−*^^28^.

In the economy of optimising tissue health, the dual survival/competition role of JAK/STAT signalling is rather sensible: the same signal that allows *Minute* cells to boost their own proliferation to compensate for defective growth ensures also their out-competition by fitter cells when these are present. In addition this observation might help explain the elevated cancer risk associated with patients affected by ribosomopathies^72^, genetic diseases caused by mutations in ribosome genes. Given that inflammation plays a key role in promoting cancer^73^ our findings that cells with ribosomal mutations activate a chronic inflammatory/pro-proliferative response could provide a molecular explanation for this predisposition.

One of the most interesting aspects of cell competition is the selective induction of apoptosis in the loser cell population. Exciting recent advances point at a role for Flower, Toll and PTP10D signalling as factors involved earmarking cells as losers and/or in their elimination^32, 37, 38^. However what pre-existing conditions prime cells as losers and initiate cell competition is not known. Importantly, our work reveals that *RpS3* ^*+/−*^ and *mahj* ^*−/−*^ cells share a common chronic activation of the oxidative stress response and that this response alone (by Nrf2 overexpression) is sufficient to turn otherwise WT cells into losers. Together these findings suggest that *RpS3* ^*+/−*^ and *mahj* ^*−/−*^ cells are marked as loser cells by chronic activation of the Nrf2 pathway. Although the mechanism underlying Nrf2 pathway activation in prospective loser cells remains unclear, our Nrf2 overexpression experiments indicate that we can generate losers in the absence of actual oxidative damage. These findings suggest that the response to damage rather than damage itself turns cells into losers. Furthermore, Nrf2 activation does not lead to constitutive JNK activation, further supporting our conclusion that JNK activity, despite showing widespread activation in losers, is not involved in earmarking cells for elimination.

Nrf2 canonically serves a pro-survival role, protecting cells from the negative effects of toxic/oxidising compounds^64, 65^. This is the case also for *RpS3* ^*+/−*^ and *mahj* ^*−/−*^ cells, since silencing Nrf2 causes autonomous cell death in *Minute* cells. Thus, we propose that the Nrf2 pathway, has a dual survival/competition role in *Minute* cells: it is required for their viability, but it is also responsible for priming cells as losers in the presence of fitter cells.

From an organismal perspective, since cells undergoing oxidative stress are likely to accumulate damage over time, it might be beneficial to remove these stressed cells and replace them with healthy neighbours. As oxidative stress is activated in a number of pathological conditions including cancer^74^, our findings suggest that cell competition might be common in these instances and potentially plays a role in disease prevention and progression. How the Nrf2 pathway primes cells as losers and how this might impact on diseases such as cancer are important new questions that remain to be addressed.

## Methods

### Fly maintenance and clone induction

All flies were raised at 25 °C on a standard wheat flour-based food supplemented with yeast. For experiments, eggs were collected for 24 h and larvae were dissected at wandering third instar stage. Clones were induced using heat-shock inducible flippase (FLP) recombinase (at 37 °C, in a water bath) either through mitotic recombination or by excision of a cassette flanked by FRT sites (as indicated in figure legends). Heat shock conditions, i.e., duration of heat shock (5–60 min) and clone age at dissection (48–72 h), were optimised separately for each experiment and are listed in Supplementary Table 1. For experiments using the Gal80^TS^ system, flies were raised at 28–28.5 °C (Nrf2 overexpression) or 27 °C (puc-RNAi) following clone induction.

### *Drosophila* stocks

Genotypes used for each experiment are detailed in Supplementary Table 1. The following *Drosophila* stocks were used: *RpS3*[Plac92] (BL5627), RpS3*(BL5699), *M(2)53* ^1^ (BL5698), FRT42D *mahj* ^12^, *TRE-16* ^48^, UAS-*puc-RNAi* (B. Edgar), w+/w-; tub>CD2>Gal4, UAS-GFP; tub-Gal80^TS^ (B. Edgar), UAS-*Puc* ^14C^ (E. M. Blanco), UAS-p35, *upd3-Gal4*, UAS-*GFP* (N. Perrimon), *10xSTAT-GFP* ^59^, UAS-*Dome* ^*ΔCy*t^ ^63^, *Dome* ^*g0218*^ *(BL11953), GstD1-*GFP^65^, UAS-*mahj-RNAi (*BL34912), UAS-Nrf2-RNAi^65^, UAS-*Nrf2* ^65^, UAS-*dIAP1* (P. Meier), *upd3*-LacZ^60^ (D. Bilder), UAS-Bsk^DN^ (E. Martin Blanco), puc[A251]-lacZ (BL11173) and UAS-DrICE RNAi (NIG HMS00398).

### Immunofluorescence

Late third instar larvae were dissected in phosphate-buffered saline (PBS) before fixing in 4% formaldehyde/PBS solution for 20 min. Dissected larvae were then washed in PBS and permeabilised in 0.25% Triton X-100 in PBS (PBS-T) for 20 min and blocked in 4% fetal calf serum in PBS-T (blocking buffer) for 30 min. Samples were incubated in primary antibody (diluted in blocking buffer) overnight at 4 °C and were subsequently washed three times (10 min each) in PBS-T. They were then incubated with secondary antibodies diluted in blocking buffer for 1 h followed by three further washes in PBS-T. All steps were performed on a rocking platform at room temperature unless otherwise indicated. Wing discs were mounted in Vectashield (Vector laboratories) using a borosilicate glass slide (no 1.5, VWR International). The following primary antibodies were used: rabbit anti-pJNK pTPpY (1:500, Promega V793B) 1/500, chicken anti-beta-galactosidase (1:1000, Abcam ab9361), rabbit anti-cleaved caspase 3 (1:500, Cell Signalling 9661 or 1:25,000, Abcam 13847), rat anti-Ci (1:1000, DSHB 2A1), chicken anti-GFP (1:1000, Abcam 13970) and sheep anti-Digoxigenin-AP (1:2000, Roche 11093274910). The secondary antibodies used were conjugated with Alexa 488, Alexa 555 or Alexa 633 dyes (Molecular probes). Nuclei were counterstained with DAPI (0.5 μg ml^−1^).

### RNA in situ hybridisation

All solutions were diluted in diethylpyrocarbonate (DEPC)-treated water. Third instar larvae were dissected in PBS, fixed in 4% paraformaldehyde/PBS for 20 min, washed first in PBS, then in PBS, supplemented with tRNA (250 ug ml^−1^) and heparin (50 ug ml^−1^). Antisense DIG-labelled upd3 RNA probe was prepared from linearised plasmid (DGRC clone FI03911) and hybridised overnight at 60 °C in a buffer containing deionised formamide (50%), SSC (5×), heparin (250 ug ml^−1^), tween (0.1%), heat-denaturated salmon-sperm DNA (100 ug ml^−1^) in DEPC water. Samples were then washed in high-stringency at 60 °C, in three dilutions (1:4; 1:1; 4:1, vol/vol) of buffers of PBS, tween 0.1% (PBT) and hybridisation buffer. Samples were then washed in PBT at room temperature, incubated with sheep anti-DIG conjugated to alkaline phosphatase (1/2000, Roche 11093274910), washed in PBT and processed for reaction with NBT/BCIP (Roche 11681451001). After reaction and washes in PBT, larvae were post-fixed and immunostained for GFP and mounted as described above. Discs were imaged on a Carl Zeiss Axioplan 2 with the Volocity software.

### Glutathione detection

All incubations were carried out in a PBS solution supplemented with: 50 mM d-Trehalose (Sigma T9531), 0.4 mM d-Glucose (Sigma G8270), 5 mM CaCl2, 15 mM MgSO_4_, 12.3 mM Glutamine. Late third instar larvae were dissected and incubated for 15 min with 5 μM ThiolTracker Violet (Molecular Probes T10095) at room temperature. Dissected larvae were then washed three times for 1 min before being mounted in the same solution on a glass slide. Slides were imaged immediately on a confocal microscope.

### ROS detection using DHE staining

Larvae were dissected in Schneider’s medium (Life Technologies) and stained with 4 μM DHE (Life Technologies) diluted in Schneider’s medium for 15 min. Subsequently the samples were washed twice in Schneider’s medium for 2 min, once in PBS for 5 min, fixed in 4% formaldehyde in PBS solution for 20 min, mounted in PBS and imaged immediately afterwards on a confocal microscope.

### CM-H_2_DCFDA staining

Larvae were dissected in Schneider’s medium (Life Technologies) and stained with 2 mM CM-H_2_DCFDA (Life Technologies) diluted in Schneider’s medium for 10 min. Subsequently the samples were washed three times in Schneider’s medium (2 min each), mounted in Schneider’s medium and imaged immediately afterwards on a confocal microscope.

### Propidium iodide staining

Hemi-dissected larvae were incubated in PBS supplemented with 10 μg ml^−1^ propidium iodide for 5 min at room temperature before fixation in 4% paraformaldehyde for 20 min at room temperature. Wing discs were then dissected and mounted as described in the immunofluorescence protocol above.

### Image acquisition and processing

All images were acquired on a Leica SP5 inverted or Leica SP8 upright confocal microscope, using either a 40 × 1.3 NA PL Apo or 40×/1.3 HC PL Apo CS2 Oil objective, respectively. All wing discs were imaged as z-stacks with each section corresponding to 1 μm. Clone areas were measured on a medial section of the pouch region either manually or using a custom script in Fiji^75^. For cell death quantifications, cells that were positive for cleaved caspase-3 (by immunostaining) and within the pouch region were counted. The total number of dying cells was normalised to the respective clone area/perimeter. Caspase-positive cells within a 2-cell diameter of the periphery of a clone were classed as ‘clone border’, whereas those further within were classed as ‘clone centre’. Both counts were then normalised to their respective areas. Images were analysed and processed using Fiji (version 2) and Photoshop (Adobe version CS6).

### RNAseq and quantitative PCR

For details on RNAseq data generation and analysis of the data on quantitative PCR please see Supplementary Methods.

### Statistical tests

Statistical tests were performed using R programming language. *P* values were determined using either a paired sample *t*-test, a Welch *t*-test, a post-hoc Tukey test or the Wilcoxon rank sum test (see figure legends). A minimum of three biological replicates were used for each experiment. For all box and whisker plots the horizontal line represents the median and the upper/lower whiskers indicate the lowest/highest point within 1.5*interquartile range of the lower/higher quartile, respectively.

### Developmental timing

Embryos of the indicated genotypes were collected at 3 h intervals and placed on standard wheat flour-based food supplemented with yeast at 25 °C. Emerging pupae were scored over time. Each genotypic condition was scored in 5–7 independent repeats. The number of pupae was normalised to the total amount of pupae per vial and plotted as the cumulative fraction of pupariating larvae per time. The data points were fitted with a sigmoid function using a nonlinear least squares method. The respective confidence intervals were calculated using a Monte Carlo simulation method (available from R package ‘propagate’).

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. RNA-seq data have been deposited in the National Center for Biotechnology Information GEO database under the accession code GSE92431.

## Electronic supplementary material

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

How the deposited data were processed for this re-analysis (not part of the article)

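RNA was sequenced from whole wing imaginal discs of WT (8 libraries), RpS3, RpS3*, RpS15 and mahj (2 libraries each) and RpS3+puc larvae (3 libraries), with 50 discs per sample. The 25 samples in the labels make up 19 libraries, since 6 libraries (WT1, WT2 and those of RpS15 and mahj) were sequenced in 2 runs. The labels say that the runs were pooled, so a library and not a run was the unit of replication. The column of WT1 is headed run 1 only, and which runs it holds cannot be told from the values.

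The FPKM values were made by the authors and used as deposited: 1 value per gene and library, already divided by transcript length and by library size. The unit was read from the values, which in genes with a single annotated transcript are whole multiples of the value of 1 read, within a tolerance of 0.02 between 0.5 and 50 reads. RPKM would look the same. The paper's text does not name the alignment, counting, normalization or differential expression tools, nor the genome build, and the supplementary methods were not used here. No column was left unused. Gene positions and transcript lengths come from the BDGP6.54 annotation, which holds 13661 of the deposited gene identifiers and may not be the build the authors used; positions were used only to name genes, arms and neighbours.

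The implied depth was 12122876 to 16970372 reads per library, and 15184614 to 15877859 in the libraries with 2 runs, so that pooling did not make them deeper. The sums of FPKM over genes were 564362 to 743721, and the 10 highest genes took 7.37% to 11.0% of them. At this depth a gene at 1 FPKM is covered by few reads if its transcript is short, and changes of weakly expressed genes rest on few reads.

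The tests had been planned for counts, and the values turned out to be FPKM, so the count models, their normalization and their filters were not run. In their place limma 3.58.1 (with statmod 1.5.0, in R 4.3.3) was applied to log2(FPKM + 1), with the moderated variance allowed a trend with expression and made robust against outlying genes. Genes entered with at least 1 FPKM in at least 2 of the compared libraries, and the threshold was a Benjamini-Hochberg adjusted p under 0.1, the false discovery rate of the paper's figure legends. Each mutant was compared with all 8 WT libraries, and RpS3+puc with the 2 RpS3 libraries, in fits that held the compared libraries only. A difference between RpS3* and RpS15 was tested as a contrast in a fit with WT, and the yw WT libraries were compared with the FRT82 ubi-GFP ones. The calls were tested on simulated data with known changes, in which each gene varied independently with its spread in WT.

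The overlap of 3 genotypes was set against an expected number, the count shared by both RpS3 alleles times the count of the other genotype over the genes tested in all. A product of all 3 counts would ignore that the alleles are mutations of the same gene. Null values for overlaps and correlations came from 100 simulations in which each gene of an unchanged group was drawn from the mean and SD of its log2 values in WT, with lists of the observed sizes taken from the top ranks, and from 100 draws of groups of 2 real WT libraries, each against the other 4. For the anti-correlation upon puc overexpression, RpS3 and RpS3+puc libraries without an effect of puc were both drawn around the observed RpS3 means, with the spread of that fit. Gene sets were tested with camera in limma with a preset correlation of 0.01, and again with fry and with an estimated correlation, and their p-values were adjusted over the 20 tests of each method. The set of cytoplasmic ribosomal protein genes holds the symbols RpL, RpS and RpLP, and the mitochondrial set mRpL and mRpS. The other lists were the genes of Fig. 2a, 4a and 5a, those of Supplementary Data 3, the 443 genes of Supplementary Data 2, and the genes the text names. Set medians were also compared with 10000 lists of other genes matched in transcript length and abundance.

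The genes named were every gene that the paper names beside its RNA-seq data or in those figures, each gene mutated or overexpressed, and in each comparison the 2 with the largest rise and the 2 with the largest fall among genes past the threshold with a mean of at least 1 FPKM whose libraries did not overlap (the rule had asked for a mean of 10 counts). CG4945 and Xrp1 were chosen after their values were seen. Marker lists for fat body, haemocytes, larval muscle, myoblasts of the disc and male dosage compensation were written down before they were tested.

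The alternatives chosen beforehand were an adjusted p under 0.05, all 19 libraries in one fit, other choices of WT libraries (the yw or the FRT82 ubi-GFP libraries only, WT1 and WT2 only, and separate WT libraries), the replicate number as a block, leaving out each mutant replicate in turn, other sets of genes for the correlations, other axes and a re-derived signature for RpS3+puc, and the other set tests. With separate WT libraries, each genotype of a pair had its own. In the overlaps with RpS15 or mahj and in the signature, the RpS3 alleles shared theirs, and RpS15 and mahj had the others. Chosen after seeing the data were pseudocounts of 0.1 and 0.5, median-of-ratios scaling of the FPKM, no filter, a filter on the mean, WT libraries with as many sequencing runs as the mutant, removal of each library's trend along transcript length, and leaving out an RpS3+puc replicate for the count of signature genes.

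Gene Ontology terms, the published p53 targets and reporter or clone data were not used here. Supplementary Data 4 was at hand for 1998 of the paper's 2117 genes, so no overlap with it was computed.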

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

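The tests of transcript length in WT6 and WT7, and of the number of sequencing runs in RpS3* and RpS15, were chosen only after the result was seen.

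Some single WT libraries lay far from the other WT libraries. In WT6, puc was at 10.7 FPKM (14.3 to 17.7 in the others), Dif at 1.67 (3.44 to 5.69) and cnc at 18.3 (27.3 to 33.8), and in WT8 Aox1 was at 0.47 (0.137 to 0.274). The gap to the nearest library, as a share of the whole range on the log2 scale, was 0.560 for puc, 0.554 for Dif, 0.651 for cnc and 0.551 for Aox1. WT4 had the fewest reads, 12122876, with a gap of 0.684 of the range to WT5 (15438870). These are 5 of 52 results tested for a distant library, where chance alone gives 2.6. A property of the whole library was visible in WT6 and WT7: their deviations from the mean of the WT libraries fell with transcript length across 7787 genes (Spearman's rho −0.328 and −0.547), whereas the other 6 gave 0.155 to 0.317. Of all splits of the WT libraries into 2 and 6, WT6 and WT7 against the rest gave the most genes, 1366, and with the length trend of each library removed 3 of 7781. A bias by transcript length is therefore a candidate explanation for what sets these 2 libraries apart. Whether it moved puc, Dif or cnc was not tested, nor was a biological explanation, and WT6 differs from WT7 in genotype.

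The changes of RpS3* and RpS15, each against WT, differed for most pathway genes the paper names. A contrast between the 2 mutants in a fit with WT covered 36 of the 38 JNK, TOLL, DDR, JAK/STAT and oxidative stress genes, and 35 differed (36 when adjusted over the list alone). The exception was Cyp9c1 (adjusted p = 0.106), and 34 of the 35 were higher in RpS3*; GstZ2 was lower (log2 difference −1.50). Across all genes 3741 of 8212 differed, and the study picked the list on these libraries, so its share is not independent evidence. The RpS3* libraries had 1 sequencing run and the RpS15 libraries 2. With RpS3* set against the 6 WT libraries with 1 run and RpS15 against the 2 with 2 runs, in one fit, 30 of the 36 genes still differed, 29 of them higher in RpS3* (1356 of 8212 across all genes), which argues against the number of runs as the whole of the pattern. The changes also ran in opposite ways along transcript length (Spearman's rho −0.372 in RpS3*, 0.479 in RpS15). With that trend removed 31 of 34 genes still differed, which argues against length bias as the whole of the pattern, and the other alternatives gave 32 to 36. A difference in loser status between the mutants, the biological explanation that the design offers, stays open as a hypothesis.

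The paper does not compare its WT genotypes. Between yw (6 libraries) and FRT82 ubi-GFP (2), 65 genes differed, 47 of them higher in FRT82 ubi-GFP, and 763 had an unadjusted p under 0.05. Of the 28 splits of the 8 WT libraries into 2 and 6, 3 gave as many genes, the real one included; the others were WT6 and WT7 with 1366 and WT7 and WT8 with 99. WT1 and WT2, the libraries with 2 sequencing runs, gave 17, and 24 splits gave 0, with 52 to 595 genes at an unadjusted p under 0.05. With the transcript length trend removed, the real split gave 83 genes and that of WT6 and WT7 3. The other splits were not compared in that setting. An effect of genotype thus cannot be told apart from differences between single libraries, since only 2 libraries carry FRT82 ubi-GFP. Variants linked to the FRT82 ubi-GFP arm would place the genes on 3R, which held 20.3% of them (13 of 64 with an arm) against 24.6% of genes tested, and this argues against them as the main source.

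Genes for cytoplasmic ribosomal proteins were lower in RpS15 than in WT, which the paper does not report: 82 of 83 fell and 68 were called lower, with a median log2 fold change of −0.56. camera gave an adjusted p of 2.2e-28, fry 0.0046 and camera with an estimated correlation 0.16, so the last did not pass. Scaling does not account for it, since the median was −0.60 with median-of-ratios scaling. Length and abundance bias accounts for a part at most: lists of other genes matched in both had a median of −0.22, and the lowest of 10000 lists reached −0.30, against −0.55 for the 82 of these genes that could be matched. With the length trend removed the median was −0.32. Both RpS15 libraries had 2 sequencing runs, but so had those of mahj, where the median was 0.05. An effect of the RpS15 mutation on its fellow genes, or on the make-up of the disc, stays open as a hypothesis.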

How the results depend on the processing

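The only tests chosen only after the result was seen are the alternatives named below as added. The alternatives set before the data were examined were the adjusted p under 0.05, all 19 libraries in one fit, the other choices of WT libraries, the replicate block, leaving out each mutant replicate, the other sets of genes and axes, and the other set tests. The DESeq2 Wald test, edgeR with RLE size factors and the filters on counts (none, and a mean of 10 counts) had also been planned and were not run, since the values are FPKM. Added after seeing the data were the pseudocounts, median-of-ratios scaling, no filter, the filter on the mean, WT libraries with as many sequencing runs, and removal of the transcript length trend, and leaving out an RpS3+puc replicate for the count of signature genes; for the 2 WT genotypes and the contrast of RpS3* with RpS15 every alternative was added.

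Over 21 results, 194 alternative values kept their direction and side of the threshold, or stayed within the spread between replicates or within 1.5 times the count; 58 moved, 4 became weaker, 1 stronger and 1 reversed. The calls of the DDR and oxidative stress sets in RpS3, RpS3* and mahj passed with fry and with an estimated correlation, the alternatives run for them. Over 85 values of named genes, 880 alternative values kept both, 46 moved, 3 became weaker, 2 stronger and 3 reversed, and 8 could not be tested under a filter. The causes of the moves below were not tested, except where the alternative itself sets a stricter threshold, fewer libraries or other genes.

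At an adjusted p under 0.05, 827 genes were called in RpS3, 1100 in RpS3* and 990 in RpS15, the alleles shared 573 and the alleles and RpS15 101. With all 19 libraries in one fit the counts were 2380 in RpS3, 2646 in RpS15 and 2438 in RpS3+puc, with overlaps of 1604 for the alleles and 466 with RpS15 (against 505.4 expected), a signature 66.5% upregulated (70.4% in the analysis as reported), and 124 signature genes called in RpS3+puc. Against WT1 and WT2 only, 4337 genes were called in RpS3, 4094 in RpS3* and 2555 in mahj; as WT1 and WT2 are the WT libraries with as many runs as mahj, that count is also its value for as many sequencing runs. With separate WT libraries the overlaps were 457 for the alleles, 81 with RpS15 and 265 with mahj, and the signature held 408 genes, 75.2% of them upregulated. In all of these but the first, the alleles shared their WT libraries. Without a filter the overlap with RpS15 was 154 genes.

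With the replicate number as a replicate block, 4057 genes were called in RpS3, 3773 in RpS3*, 2308 in RpS15, 2942 in mahj and 3574 in RpS3+puc. In the comparisons with WT only WT1 and WT2 share a number with a mutant library, so this fit rests on them much as the one without the other WT libraries does. The differences between replicates 1 and 2 did not go together across groups, with correlations over genes of −0.10 (WT and RpS3), −0.13 (WT and RpS3*), 0.14 (WT and RpS15), 0.10 (WT and mahj) and −0.03 (RpS3 and RpS3+puc), so the numbers are read as labels and not as pairs.

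The upregulated share of the signature was 64.9% with median-of-ratios scaling, 62.2% with the length trend removed, 74.3% without a filter and 79.6% with as many sequencing runs. The share of higher genes among those called fell from 77.6% to 58.8% in RpS3, from 72.2% to 58.5% in RpS3* and from 57.4% to 41.1% in RpS15 with median-of-ratios scaling, and to 57.7%, 57.6% and 49.0% with the length trend removed, though neither moved the median of all genes by over 0.1 in these comparisons. Shares in mahj (58.2%) and RpS3+puc (46.2%) were 59.1% and 49.2% with the length trend removed. Directions of many small changes thus depend on the scaling.

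For the correlation of the alleles, 0.958 as reported, r was 0.971 at an adjusted p under 0.05, 0.969 with the length trend removed, 0.968 with the filter on the mean, 0.967 with as many sequencing runs, 0.821 over all genes, 0.892 over genes called in either, and from 0.942 to 0.960 across the 4 fits that each left out one mutant replicate. For RpS3* and mahj (0.783) it was 0.719 with as many sequencing runs, 0.529 over all genes, 0.614 over genes called in either, and from 0.726 to 0.813 with one mutant replicate left out. For RpS3* and RpS15 (−0.127) it was −0.0571 with all 19 libraries in one fit, 0.132 with the yw libraries only, −0.0223 and −0.0814 with pseudocounts of 0.1 and 0.5, −0.0219 with the length trend removed, −0.0586 with as many sequencing runs, −0.0661 with separate WT libraries, and from −0.170 to −0.0798 with one mutant replicate left out, the latter without RpS15 replicate 2. For RpS3+puc against RpS3 (−0.365) it was −0.287 with a pseudocount of 0.1, −0.293 with RpS3* on the axis, −0.282 over all signature genes tested, and from −0.460 to −0.281 with one RpS3 or RpS3+puc replicate left out.

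Leaving out one RpS3+puc replicate gave 3202 to 3793 genes and 176 to 197 signature genes, and with the re-derived signature 289 of its genes were called. The set tests were compared before their adjustment over the sets, at a threshold of 0.05. The cytoplasmic ribosomal protein set, higher in RpS3+puc by camera, did not pass in fry (0.0973) or with an estimated correlation (0.452), and it turned to lower, without passing, with the length trend removed (0.352). The mitochondrial set did not pass with an estimated correlation (0.294) or with the length trend removed (0.129), and passed in fry before the adjustment (0.0485) but not after it (0.11). With one replicate left out camera gave 8.8e-09 to 2.0e-07 for the cytoplasmic and 5.5e-13 to 2.5e-09 for the mitochondrial set, and with the replicate block 2.6e-05 and 5.6e-09. The oxidative stress set in RpS15 passed as lower without a filter (0.0450), and the other alternatives gave 0.129 to 0.405. Of the differences between the WT genotypes, 37 genes had an adjusted p under 0.05 and 163 were called without a filter.

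Among named genes, the change of cnc in RpS3* reversed from −0.0730 to 0.0196 with the length trend removed, and that of Keap1 in RpS3 from 0.0265 to −0.0493 with median-of-ratios scaling, and it ranged from −0.0351 without RpS3 replicate 1 to 0.0882 without replicate 2; neither gene passed the threshold as reported or with these 2 added settings. Without RpS3* replicate 2, Spn100A fell by 1.25 and GstZ2 by 0.38 on the log2 scale. Without mahj replicate 1, upd rose by 0.37, rpr by 0.62 and Socs36E by 0.63. cnc in RpS3 passed with the yw libraries only (adjusted p = 0.065; 0.065 to 0.66 over its alternatives), and GstZ2 in RpS3 with the length trend removed (0.096; 0.096 to 0.23). With as many sequencing runs rpr in mahj (adjusted p = 0.11; 0.00065 to 0.11), Fbp1 in RpS3* (0.17; 0.049 to 0.17) and Ilp8 in mahj (0.15; 1.0e-06 to 0.15) did not pass. The depth limits what can be said of upd2, upd3 and Ugt86Dc, which lie near or below 1 FPKM and were left untested in some or all comparisons.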

Differences from the paper's values

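No tests were chosen only after the result was seen for this part, apart from the alternatives named as chosen after seeing the values. All counts here are at an adjusted p under 0.1 unless said otherwise, and the paper's squared correlation is compared with the square of Pearson's r between log2 fold changes.

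For genes differentially expressed in both RpS3 alleles, the paper's value is 496 and the value here 1009. Among the alternatives set before the data were examined, an adjusted p under 0.05 (573) and separate WT libraries (457) came within 1.5 times of the paper's count, and all 19 libraries in one fit (1604) and the yw libraries only (1088) did not; WT libraries with as many sequencing runs, chosen after seeing the values, gave 685. Supplementary Data 1 lists 705 genes for RpS3 and 1008 for RpS3* as the paper's, against 1498 and 1840 here. The adjusted p under 0.05 closed both gaps (827 and 1100), as did WT libraries with as many sequencing runs, chosen after seeing the values (1006 and 1331), whereas one fit, the yw or FRT82 ubi-GFP libraries only, WT1 and WT2 only and the replicate block did not. For RpS15 the paper shows about 1100 genes in Fig. 1b, read by eye, and 1715 were found here. The adjusted p under 0.05 (990) and the FRT82 ubi-GFP libraries only (1445) closed this gap, as did removal of the length trend (1176) and the filter on the mean (1582), both chosen after seeing the values; one fit, the yw libraries only, WT1 and WT2 only and the replicate block did not.

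The paper gives 100 genes shared by the alleles and RpS15 with 60 expected, against 232 and 201.9 here, and 286 shared with mahj with 58 expected, against 434 and 152.1. At an adjusted p under 0.05 the values were 101 and 63.8 for RpS15 and 294 and 61.3 for mahj, and with separate WT libraries 81, 64.0, 265 and 53.3, all within 1.5 times of the paper's. One fit and the yw libraries only closed none of these gaps. For mahj, median-of-ratios scaling (429), no filter (378), the filter on the mean (416) and as many sequencing runs (426), all chosen after seeing the values, also came within 1.5 times of the paper's count of shared genes, and no filter (83.1) of the number expected.

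In RpS3+puc the paper reports 2117 genes and 114 signature genes, 26% of the list, against 3675, 190 and 42.9% here. The adjusted p under 0.05 (2808, 150 and 33.9%) and all 19 libraries in one fit (2438, 124 and 28.0%) closed these gaps, and the replicate block and leaving out an RpS3+puc replicate for the first count, and the re-derived signature for the others, did not. Chosen after seeing the values, removal of the length trend closed the first gap (3172) and no filter the others (169 and 38.1%).

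For RpS3* and mahj the paper's r² is 0.678 and the value here 0.613. Without mahj replicate 2 the value was 0.660, the nearest to the paper's among the alternatives set before the data were examined. Of those chosen after seeing the values, pseudocounts of 0.1 (0.644) and 0.5 (0.63) came nearest.

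Some statements also differ. The legend of Fig. 5a describes its genes as upregulated, and GstZ2, whose fold changes in that figure lie below 1, was lower here, by −0.71 in RpS3* and −0.91 in mahj on the log2 scale. The paper's text describes rpr and the JAK/STAT genes as higher in the mutants, with rpr, upd, upd2, Socs36E and chinmo in grey for RpS3 in Fig. 2a and 4a. In RpS3, rpr, upd and chinmo did not pass here (adjusted p = 0.21, 0.21 and 0.15) and upd2 was below the filter. Adjusted over the genes of their list alone rpr, upd and chinmo passed, upd also passed against WT1 and WT2 only (adjusted p = 0.076) and with the replicate block (0.099), and chinmo against the FRT82 ubi-GFP libraries only (0.058). Socs36E passed in RpS3 (adjusted p = 0.0060), as did 3 changes that Fig. 5a has in grey: ref(2)P in RpS3 (0.016), Cyp9c1 in RpS3* (0.090) and GstZ2 in mahj (0.012). GstD3 in RpS3, also in grey there, did not pass (0.25), though it did against WT1 and WT2 only (0.021) and with the replicate block (0.013). Of the changes not in grey, upd3 in RpS3, upd2 in RpS3* and Ugt86Dc in RpS3* and mahj were not tested here, since they lay below the filter, and with no filter, chosen after seeing the values, they passed (adjusted p = 0.015, 0.0035, 0.0038 and 0.0020). The fall of GstZ2 in RpS3 did not pass here (0.16), and passed with removal of the length trend (0.096), chosen after seeing the values. The paper has cnc and Keap1 as not affected, and cnc in RpS3 passed here against the yw libraries only (adjusted p = 0.065). Of the genes on the paper's lists that were tested here, 638 of 661 were also called in RpS3, 928 of 940 in RpS3* and 893 of 910 in mahj, each in the paper's direction.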

Other observations

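The tests of fat body tissue, of mahj replicate 1, of the nearness of WT7 and WT8 to the RpS3 libraries, of a repression of mitochondrial ribosomal protein genes and of the RpS15 locus were chosen only after the result was seen.

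The RpS3 alleles share many genes, and both mutations lie on 3R. Off that arm, 725 genes were shared and 239.7 expected, a ratio of 3.025, and 26.2% of shared genes lay on 3R against 24.5% of those tested, which argues against linked variants as the main source. The WT libraries shared by the comparisons also make lists overlap: at most 406 genes in 100 simulations of unchanged groups, and 275 to 952 in 100 draws of groups of 2 real WT libraries, where 1009 were seen for the alleles. The simulations gave at most 87 for the alleles and mahj, where 434 were seen. Their simulated alleles also shared fewer genes, which lowers this number, and the overlap was not drawn from real WT libraries. When each allele had WT libraries of its own, the alleles shared 457 genes against 155.8 expected. When mahj had other WT libraries than the alleles, which then shared theirs, 265 genes were shared with mahj against 53.3 expected. The shared libraries may thus account for a part of these overlaps and not for the whole. A fit with WT libraries of its own for each of the 3 genotypes was not made. With 4 separate WT libraries each, the changes of the alleles correlated at 0.749 over all genes, where separate groups of WT libraries gave −0.549 to 0.432. With the length trend removed, the alleles shared 869 genes against 272.3 expected (ratio 3.19), and shared 498 with mahj against 165.3 (ratio 3.01), so length bias does not account for these overlaps. A shared response of the mutants remains a hypothesis.

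WT7 lay nearer to the RpS3 alleles than the other WT libraries. Over genes outside the signature, its deviation from the other WT libraries correlated with the change in RpS3 at 0.408 (0.327 in the signature) and in RpS3* at 0.53. In RpS3, WT8 gave 0.229, WT6 nearly the same (0.218), and WT3 −0.427. In RpS3*, WT8 gave 0.282 and WT6 0.064, so WT8 stood apart from WT6 only there. For RpS15, WT7 had the lowest value of the 8 WT libraries (−0.352), and for mahj it was near 0 (−0.015; 0.278 in the signature). A batch of library preparation shared by WT7, WT8 and the RpS3 libraries cannot be told apart from a difference in the state of the larvae, since the labels give no batch. The changes followed transcript length in every comparison, with Spearman's rho of −0.330 in RpS3, −0.372 in RpS3*, 0.479 in RpS15, 0.137 in mahj and −0.543 in RpS3+puc. With the trend removed, 1356 genes were called in RpS3 (1041 of them also without removal), 1615 in RpS3* (1269), 1176 in RpS15 (909), 1585 in mahj (1216) and 3172 in RpS3+puc (2214).

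Signature genes called in RpS3+puc changed against their direction in RpS3. The RpS3 libraries enter both axes. With RpS3* on the axis 71.1% still had opposite signs, and 69.3% with the length trend removed, which argues against length bias as the whole of it. Simulations without an effect of puc gave at most 58.2%. They took the observed RpS3 means as true, though the signature was chosen partly on the RpS3 libraries. Any return of these genes toward their mean is thus left out, and a part played by the RpS3 libraries is not excluded. The share of signature genes called, 46.7%, was near that of lists matched in expression (median 45.9%, range 36.9% to 54.5%), so their expression level did not hide a higher share. Genes outside the signature called in both comparisons had opposite signs in 319 of 460 (69.3%) on the RpS3 axis, against 122 of 166 signature genes (73.5%; odds ratio 1.23, Fisher's exact test, adjusted p = 0.37 over 3 tests). On the RpS3* axis it was 189 of 604 (31.3%) against 125 of 175 (71.4%; odds ratio 5.48, adjusted p = 8.9e-21), and on the mahj axis 297 of 389 (76.3%) against 136 of 187 (72.7%; odds ratio 0.83, adjusted p = 0.37).

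Ribosomal protein genes were higher in RpS3+puc than in RpS3. Scaling does not account for the cytoplasmic set, whose median was 0.22 with median-of-ratios scaling. Lists matched in length and abundance had medians up to 0.33, and 6.83% of them lay below the set's 0.19. For the mitochondrial set they reached 0.33, and 98.8% lay below its 0.27. A bias by transcript length and abundance may therefore account for the cytoplasmic rise. The mitochondrial set lay above most of its matched lists (median 0.22), so such a bias may account for a part of that rise. Whether it accounts for the whole is left open. A repression in RpS3 that puc lifts cannot be told apart from its absence for the cytoplasmic set, whose median in RpS3 against WT was 0.040, −0.046 with median-of-ratios scaling and −0.17 with the length trend removed, a setting in which the set was no longer higher in RpS3+puc (−0.02). For the mitochondrial set the median was 0.315 (0.231 with that scaling and 0.11 with the length trend removed), which argues against a repression.

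In RpS15, DAT had the largest rise of all genes tested, and CG4945 (FBgn0034137; 2R, 16566023 to 16570120), chosen after its values were seen, the 3rd largest, from 0.198 ± 0.051 to 15.5 ± 0.65 FPKM (log2 fold change 3.78, SE 0.13, adjusted p = 2.6e-09). Both lie next to RpS15. Of the 8 other genes tested within 50000 bp of RpS15, 0 passed the threshold and 2 had an unadjusted p under 0.05, with log2 fold changes from −0.36 to 0.72. An insertion or rearrangement at the RpS15 locus may thus be the source of both rises. Genes called in both mahj and RpS15 changed in the same direction in 280 of 373 cases (75.1%), and 43.3% of these lay on chromosome 2, which carries both mutations, against 38.0% of genes tested, which argues against linked variants as the main source.

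Marker genes of other tissues varied between libraries of one genotype, and for some lists also with the genotype. Of the 6 fat body genes, all above 1 FPKM in WT and 0 in the signature, the least similar pair correlated at 0.754 (Spearman's rho over 19 libraries), and their mean log2 value ran from 0.82 in RpS3+puc replicate 1 to 7.48 in mahj replicate 1, where Lsp1beta was at 510.5 FPKM against 13.7 in replicate 2. The means of RpS3* (1.95 and 2.26) and RpS3+puc (0.82 to 1.25) also lay below every WT library (2.48 to 5.51). Fat body tissue left on some discs is a candidate source of the differences within a genotype, and then bears on the changes of Fbp1 and Lsp2; an effect of genotype on these genes stays open. The ranges of the other lists were narrower: 5 haemocyte genes (3 above 1 FPKM in WT, 0 in the paper's signature) from 0.97 to 2.21, 7 larval muscle genes (5 above 1 FPKM, 1 in the signature) from 1.65 to 2.50, 5 myoblast genes (5 above 1 FPKM, 0 in the paper's signature and 2, Mef2 and Him, in the re-derived one) from 3.11 to 3.82, with lowest correlations of 0.21, −0.25 and −0.13. The myoblast means of the 6 RpS3, RpS3* and mahj libraries (3.11 to 3.44) lay below every WT library (3.45 to 3.82), and those of RpS15 (3.46 and 3.52) did not, which was noticed after the values were seen and not tested. For male dosage compensation the single gene, msl-2, which WT discs express and the signature lacks, ran from 3.40 in RpS3* replicate 1 to 4.78 in WT1. The RpS15 libraries (4.60 and 4.67) lay above every WT library but WT1 (3.49 to 4.28 in the others), which was not tested. mahj replicate 1 changed more than replicate 2 in 95.3% of the 297 signature genes higher in mahj (medians 1.16 and 0.83) and in 93.6% of the 125 lower ones (−0.97 and −0.57). These shares cannot tell fat body tissue in replicate 1 from a stronger response. The values are scaled to library size, so added transcripts would raise some genes and lower others. Fat body genes beyond the 6 markers were not examined. No other explanation was tested.

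Xrp1 (FBgn0261113; 3R, 18914968 to 18926989), chosen after its values were seen, had 175 ± 18.1 FPKM (SD, n = 8) in WT, 469 ± 32.0 (SD, n = 2) in RpS3 and 59.2 ± 3.12 (SD, n = 2) in RpS15. Its log2 fold changes were 1.42 in RpS3 (SE 0.11, adjusted p = 5.5e-06), 1.59 in RpS3* (adjusted p = 1.2e-06), −1.54 in RpS15 (adjusted p = 5.3e-06), 1.31 in mahj (adjusted p = 1.1e-05) and −0.41 in RpS3+puc (adjusted p = 0.011). Ilp8 rose to 2.93 FPKM in RpS3 (4.23 and 1.63 FPKM in the replicates), a log2 fold change of 1.63, and to 25.3 in RpS3* (4.43). It stayed at 0.327 in RpS15, where it was not tested, and changed by −0.54 in RpS3+puc (adjusted p = 0.16).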
